# *Escherichia coli* is poised to grow using 5′-deoxynucleosides via MtnR and CRP regulation of DHAP shunt gene expression

**DOI:** 10.1128/jb.00280-25

**Published:** 2025-10-16

**Authors:** Katherine A. Huening, Caitlin C. Wingerd, Joshua T. Groves, Katelyn T. Kapusta, Laiba Khan, F. Robert Tabita, Justin A. North

**Keywords:** extraintestinal pathogenic *E. coli*, gene regulation, carbon metabolism, nucleosides, carbon catabolite repression

## Abstract

The dihydroxyacetone phosphate (DHAP) shunt is a multifunctional pathway for the metabolism of 5′-deoxynucleosides and 5-deoxypentose sugars, such as 5′-methylthioadenosine (MTA) and 5′-deoxyadenosine (5dAdo), into DHAP and an aldehyde species depending on the substrate. Previous work revealed that *Escherichia coli* strains with the DHAP shunt can utilize exogenous MTA, 5dAdo, and derivatives thereof as sole carbon and energy sources for growth. However, if and how the DHAP shunt was regulated for 5′-deoxynucleoside and 5-deoxypentose sugar metabolism remained unknown. In the present work, the DHAP shunt genes (*mtnK*, *mtnA*, and *ald2*) and a putative transporter gene of *E. coli* ATCC 25922 are observed to form an operon, which can be expressed from two separate transcription start sites (TSSs). The distal, low-activity TSS appears to be constitutive, while the proximal primary TSS is regulated based on the identity of available growth substrates by at least two transcriptional regulators. First, YjhU, a deoxyribonucleoside operon repressor family regulator previously of unknown function that we designate as MtnR, functions as a repressor of the DHAP shunt operon when DHAP shunt substrates are absent. Further, the cyclic AMP receptor protein imposes carbon catabolite repression while glucose is available. Based on comparative sequence analysis, the *E. coli* DHAP shunt promoter region is highly conserved, including strains of the globally disseminated ST131 lineage of extraintestinal pathogenic *E. coli*, indicating a similar regulatory paradigm. Thus, the *E. coli* DHAP shunt is a previously unrecognized pathway for the use of 5′-deoxynucleosides and 5-deoxypentose sugars as alternative carbon sources when glucose is scarce.

**IMPORTANCE:**

While not found in all *Escherichia coli* strains, the dihydroxyacetone phosphate (DHAP) shunt pathway is present in multiple lineages of extraintestinal pathogenic *E. coli*. The DHAP shunt allows *E. coli* strains to use a range of 5′-deoxynucleosides and 5-deoxypentose sugars as carbon and energy sources. These metabolites were previously considered waste products of cellular metabolism. This study identifies two transcriptional regulators that regulate the DHAP shunt operon, only allowing full expression when a DHAP shunt substrate is present and when glucose, a more-preferred carbon substrate, is absent. This demonstrates that the DHAP shunt is a genuine carbon metabolism pathway in *E. coli* and is placed under the hierarchy of carbon catabolite repression.

## INTRODUCTION

Regardless of the environment, bacteria must acquire nutrients and generate energy to grow. As such, many microbes are metabolically diverse to adapt and survive in dynamic or varied environmental settings (1–3). In *Escherichia coli*, expression of numerous genes involved in the metabolism of preferred and alternative growth substrates is modulated by multiple regulatory mechanisms. For example, when glucose is limiting, expression of the *ptsGHI* and *malXYZ* phosphotransferase systems (PTS) for glucose and maltose transport and phosphorylation is tuned through action of the Mlc repressor protein and cyclic AMP receptor protein (CRP) (4). This prevents wasteful overproduction of the PTS transporters for glucose while still positioning the cell to resume glucose uptake when available in the future (4). PTS systems operate by first transferring the phosphoryl group from phosphoenolpyruvate to enzyme I (ptsI) and then HPr (histidine protein; *ptsH*), which function independently of the growth substrate(s) available (5). The phosphate is then transferred to one of at least 23 different substrate-specific EII PTS systems (4). For example, EIIBC^Glc^ (*ptsG*) transports glucose into the cell, and then phosphorylated EIIA^Glc^ (catabolite repression resistance protein, also known as EIII^Glc^; *crr*) transfers its phosphate to glucose forming glucose-6-phosphate (5, 6). Also, EIIA^Glc^ regulates the synthesis of cyclic AMP (cAMP) for CRP activation. Limiting glucose results in a buildup of phosphorylated EIIA^Glc^, which in turn stimulates synthesis of cAMP by adenylate cyclase (*cyaA*). The EIIA^Glc^ phosphorylation state and resulting cAMP levels regulate CRP activity for expression of alternative growth substrate metabolism genes—a process termed carbon catabolite repression (CCR). Over 100 different promoters for genes are regulated by CRP, including those involved in the metabolism of alternative growth substrates, such as fucose, lactose, arabinose, and glycerol (6, 7). EIIA^Glc^ can also perform inducer exclusion by directly interacting with and inhibiting the activity of metabolic enzymes and transporters of alternative growth substrates (6). In addition to CCR and inducer exclusion mechanisms, expression of genes for metabolism of alternative growth substrates can be regulated through specific transcriptional regulators that are often allosterically controlled, such as LacI repressor for the well-characterized Lac operon (6, 8). The combination of these mechanisms enables *E. coli* to prioritize the use of preferred carbon sources like glucose over alternative growth substrates. As an exception, the Entner-Doudoroff pathway for conversion of gluconate to pyruvate for carbon and energy metabolism is continuously expressed in *E. coli* (9). Ultimately, it is advantageous for versatile microbes such as *E. coli* that inhabit a myriad of dynamic environmental niches, including the gut, blood, and bladder, to be able to regulate gene expression for the catabolism of alternate growth substrates in response to nutrient fluctuations, particularly when preferred substrates like glucose and gluconate become limiting (10).

A recently discovered metabolic pathway, the dihydroxyacetone phosphate (DHAP) shunt, has been shown to enable *E. coli* strains that possess it to grow using 5′-deoxynucleosides and 5-deoxypentose sugars as sole carbon and energy sources (Fig. 1C and D) (11, 12). This includes 5′-methylthioadenosine (MTA) and 5′-deoxyadenosine (5dAdo) that arise as ubiquitous byproducts of *S*-adenosyl-l-methionine utilization, and 5-methylthioribose (MTR) and 5-deoxyribose (5dR) that are subsequently produced by MTA/5dAdo nucleosidases (MtnN; Pfs in *E. coli*) (13). The *E. coli* variation of the DHAP shunt, as characterized in the attenuated extraintestinal pathogenic *E. coli* (ExPEC) strain ATCC 25922 (Seattle 1949) (14–16), is composed of 5-methylthioribose/5-deoxyribose kinase (*mtnK*), 5-methylthioribose-1-phosphate/5-deoxyribose-1-phosphate isomerase (*mtnA*), and 5-methylthioribulose-1-phosphate/5-deoxyribulose-1-phosphate aldolase (*ald2*, a class II aldolase). In *E. coli*, the DHAP shunt genes and a putative permease gene are clustered together on the tRNA-leuX genomic island (Fig. 1A, C and D) (12). Directly upstream of the DHAP shunt genes in ATCC 25922 is an intergenic region of 799 bp in length, with no other known open reading frames, and it is heavily conserved across *E. coli* containing the DHAP shunt gene cluster (Fig. 1B; Fig. S1A). Among *E. coli*, the DHAP shunt is primarily observed in ExPEC, including the globally disseminated ST131 lineage. ExPEC strains are responsible for infections in the bloodstream, cerebral fluid, and urinary tract (17). In contrast, <0.1% of enteropathogenic *E. coli* appear to have the DHAP shunt (12). Notably, the physiological role of the DHAP shunt varies. In organisms such as *Rhodospirillum rubrum* and *Rhodopseudomonas palustris*, the DHAP shunt facilitates the use of MTA and MTR as sulfur sources via the resulting 2-methylthioacetaldehyde, and in *Bacillus thuringiensis*, the DHAP shunt prevents inhibitory 5dR accumulation. Neither of these roles has been observed in *E. coli* (11, 12, 18–20). In *R. rubrum*, the DHAP shunt genes are constitutively expressed at low levels, consistent with a housekeeping function in sulfur salvage from MTA (12, 20).

**Fig 1:**
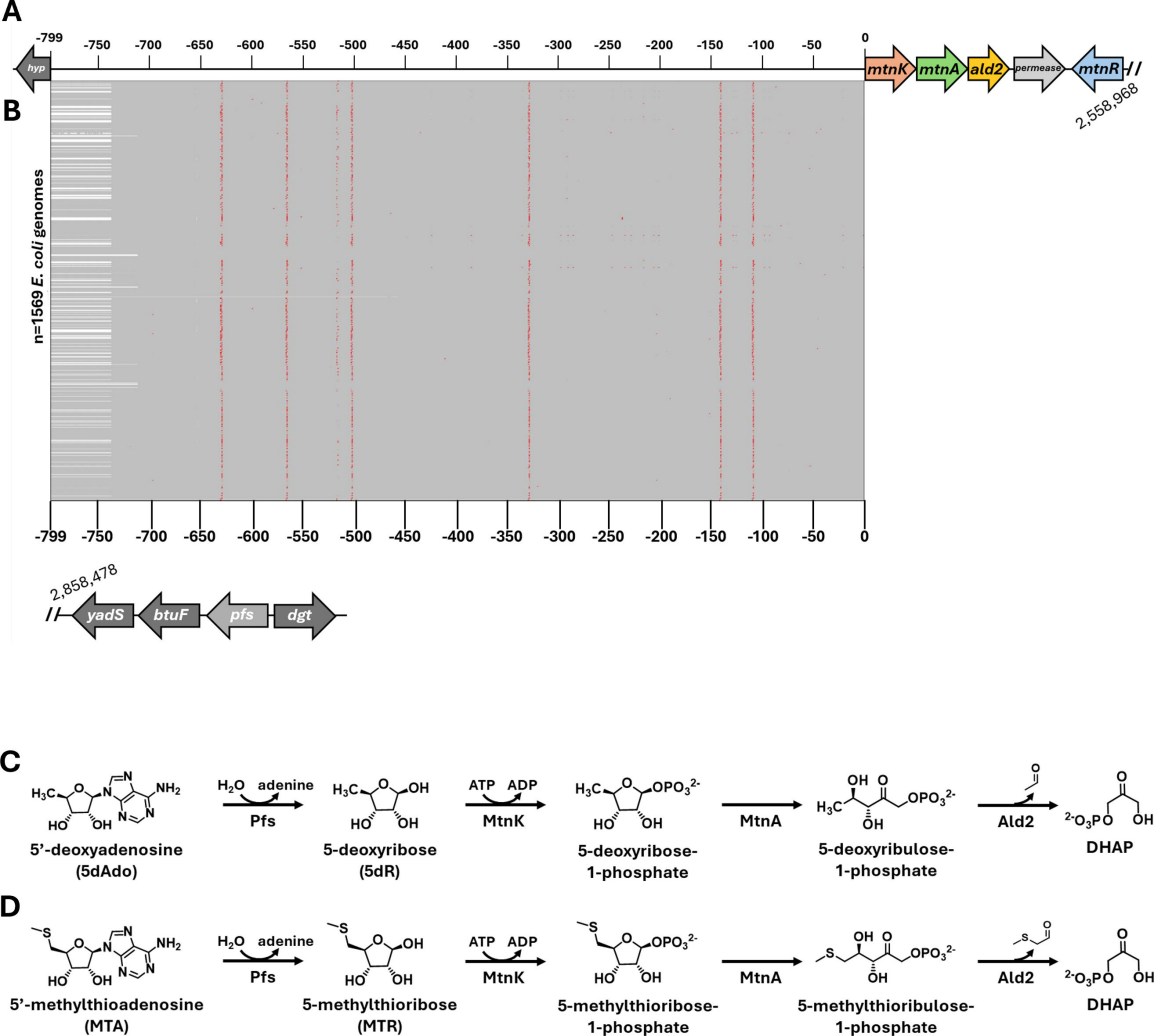
The multi-functional DHAP shunt of *E. coli*. (**A**) Genomic organization of the DHAP shunt operon and neighboring genes in *E. coli* ATCC 25922. The operon specifically consists of *mtnK*, *mtnA*, *ald2*, and an annotated permease of unknown function (Fig. S1B). The *pfs* gene, conserved across all *E. coli*, is encoded in a different region of the *E. coli* genome. (**B**) Multiple sequence alignment of the DHAP shunt 5′-UTR region from 1,569 *E. coli* genomes containing the DHAP shunt operon. Positions matching the ATCC 25922 reference are shown in gray, while mismatches are shown in red. (**C and D**) Biochemical reactions catalyzed by the DHAP shunt pathway enzymes, with 5′-deoxyadenosine (**C**) or 5′-methylthioadenosine (**D**) as initial substrate.

Outside of the ubiquitous *E. coli pfs* gene, regulation of the DHAP shunt in *E. coli* has remained entirely unknown (13, 21). Here, we demonstrate that ExPEC possessing the DHAP shunt controls its expression through CCR to activate expression when glucose is limiting, and a second transcriptional regulator, YjhU, that we designate as MtnR, for DHAP shunt repression when DHAP shunt substrates are absent. This dual regulation allows *E. coli* to express the DHAP shunt only after glucose becomes limiting and DHAP shunt substrates are present. Moreover, this establishes that in ExPEC, the DHAP shunt is part of the hierarchy of alternative carbon metabolism pathways that are reserved for use after preferred substrates like glucose and gluconate are depleted. Given extraintestinal environments like the urinary tract are typically limited in glucose availability (<250 µM) (22, 23) and rather are composed of modified amino acids, nucleosides, and sugars, it is expected that ExPEC can turn to MTA and 5dAdo as growth substrates to aid survival and growth in glucose-poor environments (1, 22, 24–26).

## MATERIALS AND METHODS

### Chemicals

5-deoxy-d-ribose (5dR) was supplied from either Millipore-Sigma or Santa Cruz Biotechnology, Inc. Concentrations (5–8 mM) used in growth experiments were dependent on the supplier and were selected to yield similar growth results. All other chemicals were purchased from Millipore-Sigma, unless otherwise stated.

### Bacterial strains and general growth

*E. coli* clinical isolate ATCC 25922, which natively contains the DHAP shunt genes, was the primary strain used in this study (27). Deletion of *crp* and *mtnR* (previously *yjhU*) in *E. coli* ATCC 25922 was performed using the λ-red recombinase system as previously described (11, 28). Primers used for PCR amplification from pKD4 for gene deletion are listed in Table S2. *E. coli* Top10 (Invitrogen) and Stellar (Takara Biosciences) were used for cloning and plasmid storage. All transformations of ATCC 25922 strains were performed by electroporation. For routine culturing, *E. coli* was grown in either lysogeny broth or modified M9 media with carbon source as indicated and as previously described (11) with appropriate antibiotics: 100 µg/mL streptomycin for strains with pLacZ and pTETTET series of plasmids and 50 µg/mL kanamycin for *mtnR* and *crp* deletion strains. Sodium nitrate was omitted unless otherwise indicated. Cultures were grown aerobically at 37°C with shaking at 250 rpm.

### Plasmid construction

Plasmids for *lac*Z expression under control of the DHAP shunt promoter fragments were constructed from pBBRsm2-MCS5 (29), where the *lacZα* gene within the multiple cloning site was replaced by the *E. coli lacZ* gene fused to various fragments of the DHAP shunt promoter region or the *lac* promoter, as fully detailed in the Supplemental methods. The *E. coli* complementation vector pTETTET was used to express *crp* or *mtnR* from a tetracycline inducible promoter in the ATCC 25922 Δ*crp* or Δ*mtnR* strains, respectively, as previously described (11). The CRP complementation plasmid, pCRP, was constructed using CRP-NdeI_F and CRP-AgeI_R primers to amplify the *crp* gene while introducing flanking NdeI and AgeI restriction sites for cloning into the pTETTET vector (Table S1). Similarly, pMtnR was constructed by introducing NdeI and SacI restriction sites by PCR that flanked the *mtnR* gene using primers mtnR-NdeI_F and mtnR-SacI_R (Table S1) and cloning into the pTETTET vector. For CPR production, plasmid pET28-crp was constructed using primers CRP-NdeI_F and CRP-HindIII_R to amplify the *crp* gene and introduce flanking NdeI and HindIII restriction sites, which were used to clone into the NdeI and HindIII restriction sites of pET28a (Invitrogen, Table S1).

### Growth studies

*E. coli* strain ATCC 25922, Δ*mtnR*, Δ*mtnR* + pMtnR, Δ*crp*, and Δ*crp* + pCRP were grown aerobically at 37°C in M9 media with 5 mM glucose to mid-exponential phase and washed three times in M9 without a carbon source. The washed pellet was resuspended in carbon-free M9, diluted 1:10, and used to inoculate culture tubes or wells of a 96-well plate (Falcon) containing 200 µL of M9 with either 1 or 5 mM glucose, 5–8 mM 5dR, 0.09% wt/vol glycerol, 25 mM lactose, 5 mM fucose, 5 mM rhamnose, or 5 mM N-acetylneuraminic acid (NANA). Tetracycline at 50 ng/mL was included for induction of *crp* expression from pCRP, and 10 ng/mL tetracycline was included for induction of *mtnR* expression from pMtnR (Fig. S4A). Plates were incubated at 37°C for 24 h in a SpectraMax iD3 plate reader, and OD_600_ and OD_420_ measurements were recorded every 30 min. Aerobic growth was maintained by setting the plate to shake for each 30 min interval and briefly pausing while collecting the optical density (OD) readings at the indicated wavelenngth in nm. Final OD readings were averaged for *n* = 5 independent replicates, unless otherwise noted. Tubes were incubated at 37°C with 250 rpm shaking until the OD_600_ reached the middle of the exponential growth phase for further enzyme activity and transcript analysis studies. Mid-exponential growth was observed at OD_600_ = ~0.2–0.3 for cultures with 5–8 mM 5dR as carbon source, ~0.4–0.5 for cultures containing 5 mM fucose or rhamnose as carbon source, or ~0.5–0.6 for cultures containing 5 mM arabinose, NANA, or glucose.

### LacZ activity assays

Cultures of ATCC 25922 or ATCC 25922 Δ*mtnR* containing either placZ, placZ799, placZ255, placZ169, placZ126, placZ66, placZUR1, placZUR2, or placZUR3 (Table S1) were grown in M9 minimal medium with 40 mM sodium nitrate (does not affect aerobic growth [11]) and indicated carbon source to mid-exponential phase. For LacZ activities under glucose starvation, *E. coli* ATCC 25922 containing placZ255 was grown in M9 minimal media with 5 mM glucose as the sole carbon source. Once cultures reached mid-exponential phase, all cultures were washed in carbon-free M9 medium. Half of the cultures were resuspended in M9 medium with 5 mM glucose, while the other half were resuspended in M9 lacking a carbon source, then further incubated at 37°C, 250 rpm, for an additional 40 min before harvesting. Cells were harvested by centrifugation at 5,000 × *g* for 5 min, and cell extracts were prepared by sonication and assayed as described previously (30, 31) with modifications fully detailed in the Supplemental methods. Statistical analysis was performed using the two-tailed *t*-test.

### RNA extraction

Cultures of *E. coli* ATCC 25922 strains grown for RNA extraction were aerobically incubated at 37°C in M9 media supplemented with the specified carbon source to mid-exponential phase. Cultures were stored in RNAprotect (Qiagen) until cells could be lysed using chemical (Tris-EDTA 15 mg/mL lysozyme solution) and physical (bead beating) methods. RNA was extracted from cell lysate using the Qiagen RNeasy kit (Qiagen).

### Transcription start site mapping

Regions upstream of the DHAP shunt operon were amplified from *E. coli* ATCC 25922 genomic DNA as templates for sequencing ladders. These regions included fragments spanning 381–709 bp upstream of *mtnK* (fragment 1; primers Frag1_F 2.1 and Frag1_R 2.1), 138–433 bp upstream of *mtnK* (fragment 2; primers Frag2_F 2.0 and Frag2_R 2.0), and 104 bp upstream to 45 bp within the *mtnK* coding sequence (fragment 3; primers USP-92-AseF and MtnK-rev 2.0) (Table S2; Fig. S5A). PCR amplification with dideoxynucleotide (ddNTP) termination was conducted using ddNTPs (AAT Bioquest dideoxynucleotides; ddATP, ddTTP, ddGTP, and ddCTP) added individually to separate reactions at a ratio of 1:20 (dNTP:ddNTP). Amplification of the sequencing ladders and transcription start site (TSS) mapping via primer extension were performed using Vent (exo-) polymerase following the manufacturer’s protocol (New England Biolabs) with the 5′-Cy5-labeled primers mtnK-rev-Cy5 (fragment 3), Frag2_R 2.0 CY5 (fragment 2), and Frag1_R 2.1 CY5 (fragment 1) (Table S2). Template DNA used for primer extension was prepared from RNA extracted from cells grown as described under Growth Studies and reverse transcribed using Quantabio qScript Ultra SuperMix to create a complementary DNA (cDNA) pool. All sequencing ladders and primer extension reactions for TSS mapping were resolved by 15% or 6% acrylamide/urea denaturing gel and imaged on a Typhoon Imager (GE Amersham, Cytive) using the Cy5 fluorescent filter.

### Transcriptomic analysis

Cultures of *E. coli* ATCC 25922 and ATCC 25922 Δ*mtnR* were grown as described under Growth Studies in M9 medium with either 5 mM glucose or 5 mM 5dR as the sole carbon source. Cultures were harvested at mid-exponential phase, and RNA was extracted as described above. For carbon starvation transcriptomic analysis, cultures of *E. coli* ATCC 25922 were grown aerobically at 37°C, 250 rpm in M9 10 mM glucose to mid-exponential phase and washed three times with M9 without carbon. The resulting cultures were resuspended in either M9 without carbon (*n* = 2), to simulate carbon starvation conditions, or M9 with 10 mM glucose (*n* = 2). After a 40 min aerobic incubation at 37°C, cells were harvested, and RNA was extracted.

To analyze the global transcript pool, cDNA libraries were prepared from extracted RNA using the Illumina Stranded Total RNA Prep, Ligation with Ribo-Zero Plus kit (Illumina). Libraries were sequenced using a NextSeq 2000 sequencer (Illumina). Trimming was performed using Trimmomatic (32). Alignment of sequences to the reference genome was performed using Bowtie2 (33). Differential comparison was made using DESeq2 (34). Transcriptomic reads were mapped to ATCC 25922 reference sequences NZ_CP032085.1 (chromosome), NZ_CP032087.1, NZ_CP032088.1, and NZ_CP032086.1 (plasmids). Transcriptomic data were categorized based on annotations and functional descriptions from the UniProt and NCBI databases. Genes that were upregulated >2.5 log_2_-fold or downregulated <−2.5 log_2_ were included in the comparison. Unannotated genes or genes with unknown function were not included in the carbon starvation analysis.

### qRT-PCR

Extracted RNA was treated with DNase I (Invitrogen) following the manufacturer’s instructions. DNA-free RNA was used to generate a cDNA library using qScript Ultra SuperMix (Quantabio) following the manufacturer’s instructions. The quantative Real Time - Polymerase Chain Reaction (qRT-PCR) reactions were performed with a 7500 Fast Real-Time PCR System (Applied Biosystems, Thermo Fisher Scientific) using iQ SYBR Green Supermix (BioRad) following the manufacturer’s instructions with 125 nM of each primer and 0.2 ng/μL cDNA template were used. The gene of interest for qRT-PCR was either *lacZ* (using primers qRT_lacZ_F and qRT_lacZ_R; Table S2) or *mtnK* (using primers qRT_mtnK_F and qRT_mtnK_R), with a reference gene of *rpoD* (using primers qRT_rpoD_F and qRT_rpoD_R). Primer pairs were analyzed for amplification efficiency (35), and all primer pairs had a percent efficiency above 78%. Fold change in gene transcript between treatment and control conditions relative to *rpoD* was calculated using the ΔΔCt method (36, 37). Statistical analysis was performed using the two-tailed *t*-test.

### Comparative genomic analysis

To identify upstream UTRs with sequence similarity to the 799 bp region upstream of the DHAP shunt operon in *E. coli* strain ATCC 25922 (Table S3), the sequence was queried against *E. coli* genomes using NCBI BLASTn. Parameters were adjusted to return up to 5,000 hits and to reduce penalties for mismatches and gaps. Python scripts were used to align and evaluate the reference coverage of each sequence (Supplemental methods). Genomic sequences corresponding to these hits were retrieved using NCBI’s Batch Entrez and assessed for a complete DHAP shunt operon (Dataset S3). For genomes containing at least 75% of the operon, the identified upstream regions were aligned to the 799 bp reference sequence from ATCC 25922 to perform a position-specific percent identity analysis (Dataset S2).

### CPR purification and electrophoretic mobility shift assays

Hexahistidine-tagged *E. coli* CRP protein was produced in *E. coli* BL21 (DE3) carrying the expression plasmid pET28-crp, similar to procedures previously described (38) and fully detailed in the Supplemental methods. Binding of CRP to target DNA sequences was performed by electrophoretic mobility shift assay (EMSA) using 5% 29:1 linear:bis-acrylamide gel with 0.3× Tris-Borate-EDTA buffer and 150 V electric field at 20°C. Cy5-labeled and unlabeled P1/2 promoter region containing promoters P1 with the anticipated CRP binding site and P2 was amplified using primers Footprint_F and Footprint_R or Footprint_R-Cy5 (Table S2). Unlabeled DNA fragments of the *rpoD* gene and the region upstream of P1 and P2 (UR2, Fig. 3A) were amplified by PCR using primers qRT_rpoD_F and qRT_rpoD_R, and UR2-799_F and UR1-SpeI_R, respectively (Table S2). Each EMSA reaction (20 μL) contained 20 mM Tris, 10 mM MgCl_2_, 0.1 mM EDTA, 100 mM KCl, 200 μM cAMP, 0–300 nM CRP, and DNA. Each reaction contained either 22 nM of a 10:1 ratio of unlabeled:Cy5-labeled P1/2 DNA for CRP binding assays, or 202 nM of a 100:1 ratio of unlabeled:Cy5-labeled DNA for competition assays as described in Fig. 7 legend. The reactions were incubated at room temperature for 15 min prior to analysis by EMSA. Gel images were acquired by Typhoon Imager using the Cy5 filter.

**Fig 2:**
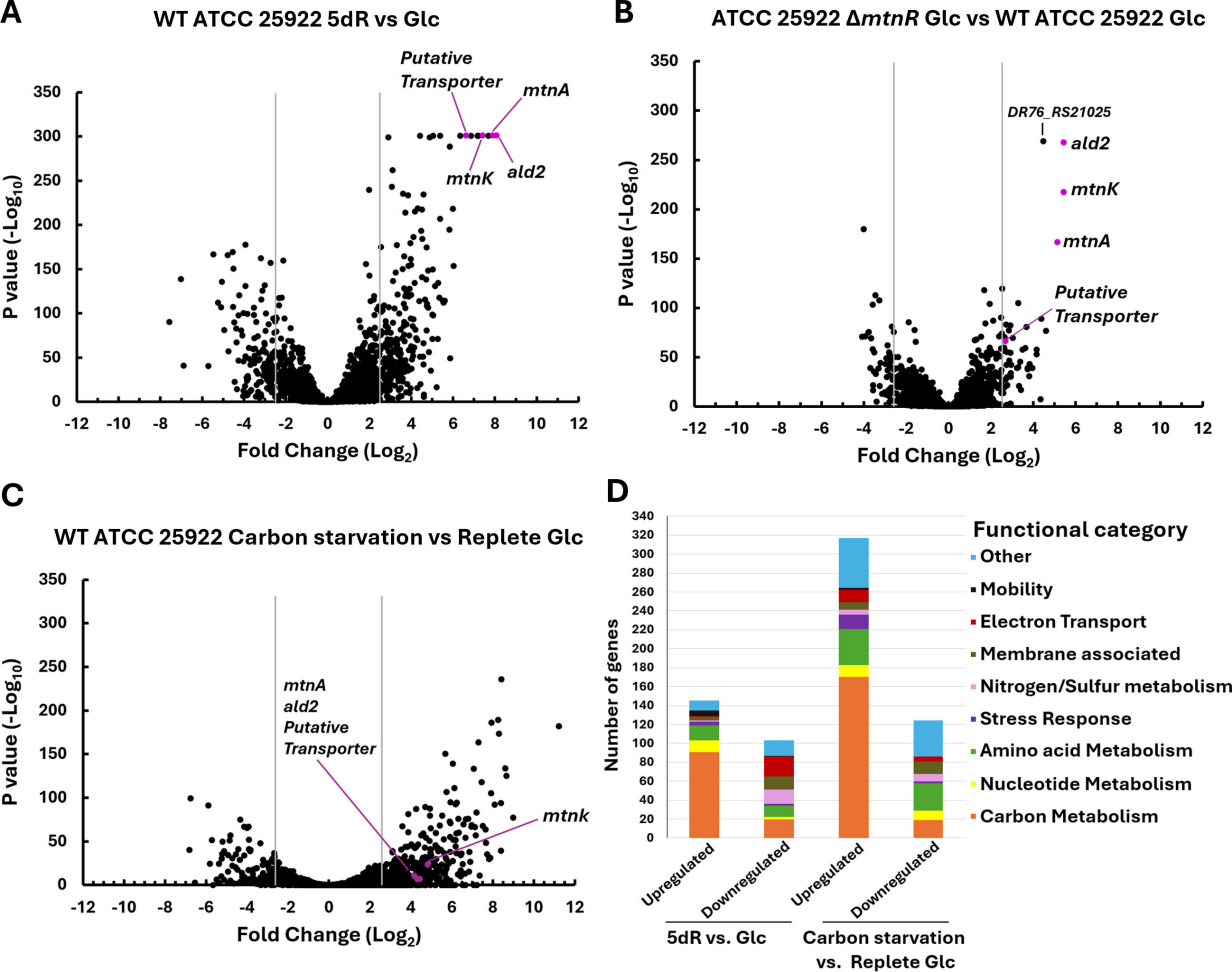
Regulation of *E. coli* ATCC 25922 transcriptome during growth on glucose, 5dR, or carbon starvation. Volcano plots of changes in ATCC 25922 transcript abundance for (**A**) wild-type ATCC 25922 grown with 5dR versus glucose, (**B**) MtnR deletion strain (∆*mtnR*) versus wild-type ATCC 25922 grown with glucose, and (**C**) ATCC 25922 incubated under carbon starvation conditions versus carbon replete (glucose) conditions. Gray lines indicate 2.5 log_2_-fold change thresholds; DHAP shunt genes are highlighted in pink. (**A**) DHAP shunt genes are strongly upregulated (~7.5 log_2_) in the presence of 5dR. (**B**) Deletion of MtnR (∆*mtnR*) results in ~5 log_2_ increased expression of DHAP shunt genes compared to the wild-type strain in the presence of glucose. (**C**) Carbon starvation only moderately upregulated DHAP shunt gene expression. (**D**) Inventory of genes differentially expressed under 5dR growth and carbon starvation relative to growth on glucose. Carbon starvation triggers a large change in the proteome compared to growth on 5dR, indicating the proteome change during growth on 5dR is specific to the substrate and not a general stress response.

## RESULTS

### Transcriptomic analysis reveals that DHAP shunt genes are regulated in response to 5dR versus glucose availability

To determine if the DHAP shunt and other genes in *E. coli* strain ATCC 25922 were regulated for growth on DHAP shunt substrates versus glucose, transcriptomic analysis was performed comparing WT ATCC 25922 grown with 5dR or glucose as sole carbon sources. This revealed significant changes in the expression of multiple genes (Fig. 2A). A total of 392 out of 4,732 genes were differentially regulated between conditions (≥2.5 log_2_-fold change), with 122 genes downregulated and 257 genes upregulated in cultures grown on 5dR versus glucose. Of the upregulated genes, more than half of the annotated genes are associated with cellular carbon metabolism, particularly of alternative growth substrates (Fig. 2D). This included N-acetylneuraminic acid metabolism and transport (*nanATEK*, *nanS*, *nanC*), glycerol metabolism and transport (*glpFK*, *glpQ*, *glpT*), gulonic acid transport (*yiaM*, *yiaN*, *yiaO*, *yiaK*), and acetate metabolism (*fadABDEHIJK*, *aceBA*, *glcABCDEF*) (Fig. S2A; Dataset S1). Notably, the genes with the most change in abundance (~7.5 log_2_-fold) were the DHAP shunt genes: *mtnK*, *mtnA*, *ald2*, and a putative permease gene located immediately next to *ald2* (Fig. 1A). Analysis of the read depth from the transcriptomics RNA sequencing revealed that each gene associated with the DHAP shunt gene cluster (*mtnK*, *mtnA*, *ald2*, and the putative transporter) exhibits a similar number of reads. The similar read depth and expression fold change for each gene suggested that the four DHAP shunt genes are transcribed as an operon (Fig. S1B) (39).

Given the upregulation of several alternative carbon metabolic pathways in the transcriptomic analysis, in addition to the DHAP shunt, we sought to determine whether the strong induction of the DHAP shunt during growth on 5dR versus glucose was specific to 5dR or a general carbon starvation response. In *Bacillus subtilis*, genes for the universal methionine salvage pathway metabolize MTR back to methionine primarily under carbon starvation conditions, but also to a lesser extent under sulfur and nitrogen starvation (40). 

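RNA from 4 wild-type cultures was sequenced, 2 of them resuspended in M9 without carbon (carbon starvation) and 2 in M9 with 10 mM glucose (replete glucose). The paper gives an incubation of 40 min for every culture, whereas the sample labels give 20 min for 1 culture of each condition and 40 min for the other. The cultures of a condition were treated as replicates, as in the paper, and each library is named here by the time in its label. cDNA libraries were prepared with a stranded total RNA kit that depletes ribosomal RNA, sequenced on an Illumina NextSeq instrument, trimmed with Trimmomatic and aligned with Bowtie2. The authors deposited the number of reads counted on each gene by featureCounts, without normalization. Their counting was strand-specific and left out reads marked as duplicates and reads that overlapped more than 1 gene. The counts cover 4724 genes of the chromosome, on a reference sequence of the strain other than the sequences named in the methods, and every position given here is on the sequence of the count table. The carbon starvation libraries held 4116201 counts (20 min label) and 3865598 counts (40 min label). The replete glucose libraries held 3873063 counts (20 min label) and 4231160 counts (40 min label). The count table lists genes by locus tag, and symbols were taken from Dataset S1, which pairs 1666 of its genes with a symbol in the copy used here. Counts were normalized by edgeR's TMM method, and 4283 genes passed its filterByExpr filter and were tested with the quasi-likelihood test with Benjamini-Hochberg adjustment. The replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 24.8 between the starvation libraries and 50 between the replete glucose libraries. With 2 libraries in each condition only 6 arrangements of the libraries exist, and chance gives 33.3% of them a full separation of the conditions, so no permutation test could reach significance and the p-values rest on the model fitted across genes.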

To differentiate between DHAP shunt regulation in the presence of 5dR versus general carbon starvation, a second transcriptomic analysis compared WT ATCC 25922 that was initially grown on glucose and then shifted to conditions with or without glucose to initiate carbon starvation responses (Fig. 2C), similar to previous studies with *E. coli* K12 (41). The shift in *E. coli* ATCC 25922 from replete glucose to carbon starvation revealed more changes to the cell transcriptome than growth on 5dR versus glucose, with a total of 867 genes differentially expressed (≥2.5 log_2_-fold change). Of those, 171 genes were downregulated, and 696 genes were upregulated during carbon starvation versus replete glucose. 

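With the study's limit of 2.5 log2-fold in either direction, no limit on the p-value and no exclusion of genes of unknown function, 673 of the 4283 genes tested differed between carbon starvation and replete glucose. Of these, 671 also had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 672 of the 673 genes, both starvation libraries lay on the same side of both replete glucose libraries. Such a separation was present in 3572 (83.4%) of all genes tested, where chance gives 33.3%. Irrespective of the size of the change, 2678 genes had an adjusted p-value under 0.05 in the same test. Of the alternatives set before the data were examined that kept all libraries, DESeq2 and no filter on low counts moved the number of genes past 2.5 log2-fold most, each to 728 genes. With each library left out in turn, the number stayed between 653 and 728 genes. The cultures grown on 5dR were not analysed here.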

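In the libraries analysed here, 334 genes were higher and 339 genes were lower by at least 2.5 log2-fold under carbon starvation, so that 49.6% of the genes past this limit were higher. Among genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1358 were higher and 1320 were lower. This balance changed sides with the setting. With DESeq2's Wald test 1100 were higher and 1291 lower, and with RLE scaling of the libraries 1298 and 1367. More genes were higher with library size alone (1351 and 1317), no filter on low counts (1340 and 1338) and the time in the label as a replicate block (1365 and 1329). The median log2 fold change of all genes tested was 0.05. With each library left out in turn, between 324 and 392 genes were higher and between 329 and 363 genes were lower. The balance of directions depends on how the libraries are scaled to each other. In a DESeq2 fit whose log2 fold changes were all raised by 0.87, the median amount by which the values of Dataset S1 lie above them, 704 genes were higher and 158 genes were lower. This alternative was chosen after seeing the data.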

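Genes of fatty acid degradation were among those past 2.5 log2-fold. The log2 fold change was 7.82 for fadA (standard error 0.401), 6.87 for fadH (standard error 0.442), 5.15 for fadJ (standard error 0.309) and 4.82 for fadI (standard error 0.346), carbon starvation versus replete glucose with n = 2 libraries per condition. In glycerol metabolism and transport, the log2 fold change was 3.69 for glpF, 2.90 for glpK, 2.75 for glpQ and 2.14 for glpT. When each library was left out in turn, the value ranged from 1.43 to 3.43 for glpQ and from 1.64 to 2.90 for glpT. In N-acetylneuraminic acid metabolism, it was 2.37 for nanE, 1.86 for nanT and 1.79 for nanK, whereas nanA, at 0.37, was not distinguishable from no change (adjusted p = 0.266 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In gulonic acid transport, yiaK rose by 2.17 and yiaO by 1.18, and the change of yiaO had an adjusted p of 0.0319 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.250 in DESeq2's Wald test, with a range of 0.0319 to 0.250 over the alternatives. The change of yiaN, of the same transport genes, was 0.78 and not distinguishable from no change (adjusted p = 0.158 from the same edgeR test). The share of carbon metabolism genes among the genes past the limit was not computed, because only 347 (53.5%) of the 649 different symbols in the categories of Dataset S1 could be paired with a gene of the count table, under the 80% set for such a check.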

Like growth on 5dR, about half of the upregulated annotated genes were associated with carbon metabolism, including metabolic pathways for alternative growth substrates and fatty acid degradation (Fig. 2D). 

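The genes of the shunt carry no name in the count table. They were identified by position, as the only run of 4 adjacent genes on the same strand that spans 4165 bp, the length of the operon in the supplementary tables, and that ends opposite mtnR as in Fig. 1A. On the plus strand of the chromosome, mtnK (DR76_RS12400) lies from 2553781 to 2555040, mtnA (DR76_RS12405) from 2555050 to 2556165, ald2 (DR76_RS12410) from 2556196 to 2556837 and the permease gene (DR76_RS12415) from 2556941 to 2557945. TMM-normalized CPM (counts scaled to library size) of mtnK were 289 ± 102 (SD, n = 2) under carbon starvation and 17.7 ± 0.336 (SD, n = 2) in replete glucose, a log2 fold change of 4.02 (standard error 0.310, adjusted p = 0.000132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 3.37 for mtnA (standard error 0.448, adjusted p = 0.00105 from the same edgeR test), 3.52 for ald2 (standard error 0.519, adjusted p = 0.00161) and 3.64 for the permease gene (standard error 0.509, adjusted p = 0.00129). All 4 genes were higher in both starvation libraries than in both replete glucose libraries. Their mean log2 fold change was 3.64 ± 0.85 (replicate SD), with 3.14 for the libraries labelled 20 min and 3.92 for those labelled 40 min. With each library left out in turn, the log2 fold change ranged from 3.62 to 4.33 for mtnK, from 2.74 to 3.80 for mtnA, from 2.69 to 4.04 for ald2 and from 2.80 to 4.16 for the permease gene. In the DESeq2 fit raised by the offset of Dataset S1, chosen after seeing the data, mtnK reached 4.81.

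**Figure D1:**
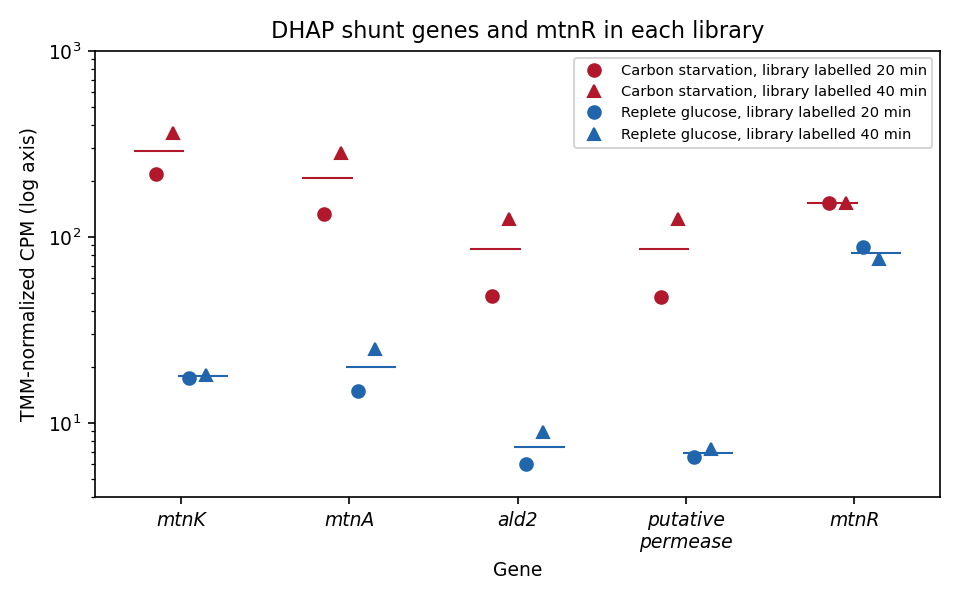
TMM-normalized CPM (log axis) of the DHAP shunt genes and mtnR in each of the 4 libraries, with points for libraries and short lines for the mean of the 2 libraries of a condition. For mtnK the mean is 289 under carbon starvation and 17.7 in replete glucose.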

Compared to glucose, expression of the DHAP shunt only increased ~4.5 log_2_-fold during carbon starvation, which is ~3 log_2_-fold less than growth on 5dR versus glucose (~7.5 log_2_-fold increase). 

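Of the genes for rhamnose, ascorbate, fructose and ethanolamine use, 9 could be paired with a gene of the count table: rhaS, rhaR, ulaD, frwB, frwC, frwD, eutT, eutP and eutQ. Of these, 8 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the number adjusted over the list alone was also 8. The study chose the list on these samples, so the number over the list alone is not independent evidence. The log2 fold change under carbon starvation was 2.85 for rhaR (standard error 0.223) and 2.67 for rhaS (standard error 0.242). It was 4.89 for frwC (standard error 0.459), 2.65 for frwB and 1.96 for frwD, and it was 3.12 for eutQ (standard error 0.310), 2.70 for eutP and 2.47 for eutT. With a prior count of 2, frwB at 2.43 and eutP at 2.20 no longer passed 2.5 log2-fold. When each library was left out in turn, the value ranged from 2.38 to 2.98 for frwB, from 2.41 to 2.98 for eutP and from 2.27 to 2.69 for eutT, so these genes fell on either side of the limit. The value of frwC was 6.16 without the replete glucose library labelled 40 min and 4.26 without the one labelled 20 min. The change of ulaD was 0.55 (standard error 0.385, adjusted p = 0.248 from the same edgeR test) and was not distinguishable from no change, with 10 to 20 counts per library. The gene paired with ulaD (DR76_RS04685, from 997183 to 997845) lies near yiaO on the same strand. Its name comes from Dataset S1 and was not checked by sequence. The genes lacZ, lacY, ulaA, ulaB, ulaC and ulaE could not be paired with a gene of the count table and were not analysed here.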

During carbon starvation, but not 5dR growth, genes of the Lac operon (*lacZ*, *lacY*; lactose), Rha operon (*rhaSR*; rhamnose), ascorbate import and metabolism (*ulaABC* and *ulaDE*), fructose transport (*frwBCD*), and ethanolamine degradation (*eutT*, *eutP*, *eutQ*) were observed to be upregulated (Fig. S2B; Dataset S1). Furthermore, genes involved in acetate metabolism (β-oxidation of fatty acids, glyoxylate metabolism, and glyoxylate bypass) exhibited the highest upregulation during carbon starvation, but only a modest upregulation during 5dR growth (e.g., 11 log_2_ versus 7 for *fadB*), consistent with previous reports (42). Also, several annotated stress response proteins that increased >3 log_2_-fold during carbon starvation were not observed to be upregulated during growth on 5dR. These included *bolA* (general stress response transcriptional regulator), *cspD* (cold shock protein), *iprA* (oxidative stress resistance), *asr* (acid shock protein), *rclR* (reactive chlorine stress response transcriptional regulator), and *uspBCDEF* (universal stress proteins), similar to previous reports (41). 

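Of the acetate metabolism genes, 13 could be paired with a gene of the count table, and their log2 fold changes under carbon starvation ranged from 4.82 to 10.44, with a median of 6.87. All 13 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the largest being 0.000106, and 7 of them were among the 20 genes with the highest log2 fold change. The highest of all 4283 genes tested was fadB (DR76_RS03130, from 677393 to 679582), with TMM-normalized CPM of 7411 ± 2718 (SD, n = 2) under carbon starvation and 5.33 ± 0.597 (SD, n = 2) in replete glucose and a log2 fold change of 10.44 (standard error 0.444, adjusted p = 3.84e-05 from the same edgeR test). When each library was left out in turn, it stayed between 9.99 and 10.78. In glyoxylate bypass, aceA had a log2 fold change of 7.63 (standard error 0.277) and aceB of 7.15 (standard error 0.293). In glyoxylate metabolism, it was 7.62 for glcD and 7.13 for glcA. The paper's reported value for fadB during growth on 5dR, from Dataset S1, is 7.17, and those cultures were not analysed here.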

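Of the stress response genes, uspB and uspD could be paired with a gene of the count table. The gene uspB (DR76_RS05200) had TMM-normalized CPM of 167 ± 24.5 (SD, n = 2) under carbon starvation and 20.1 ± 4.04 (SD, n = 2) in replete glucose, a log2 fold change of 3.05 (standard error 0.251, adjusted p = 0.000161 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For uspD (DR76_RS02730) the normalized CPM were 846 ± 230 (SD, n = 2) and 218 ± 63.5 (SD, n = 2), a log2 fold change of 1.96 (standard error 0.295, adjusted p = 0.00178 from the same edgeR test). With each library left out in turn, uspB ranged from 2.84 to 3.26 and uspD from 1.65 to 2.28. The genes bolA, cspD, iprA, asr, rclR, uspC, uspE and uspF were not analysed here, since no table at hand pairs them with a locus tag.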

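Among the 4283 genes tested and ordered by log2 fold change under carbon starvation, mtnK stood at rank 132, the putative permease gene at rank 165, ald2 at rank 180 and mtnA at rank 194. The 13 acetate metabolism genes stood between rank 1 and rank 77, all above the DHAP shunt genes. The gene of the regulator, mtnR (DR76_RS12420, from 2557986 to 2558972 on the minus strand), had a log2 fold change of 0.89 (standard error 0.189, adjusted p = 0.00730 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The response to 5dR was not analysed here, so the difference between that response and carbon starvation was not tested. From its results on carbon starvation as a whole, set beside those on 5dR, the paper reasons that the pathway is specific for 5dR use and not part of a general starvation mechanism.

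**Figure D2:**
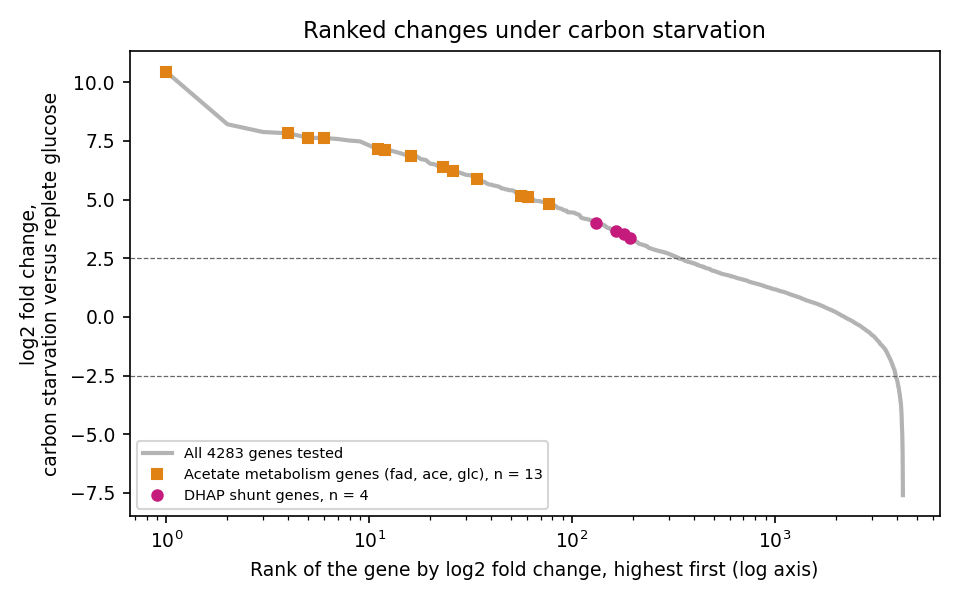
Log2 fold change of carbon starvation versus replete glucose against the rank of each gene (log axis), with all 4283 genes tested as a line, the 13 acetate metabolism genes as squares, the 4 DHAP shunt genes as circles and dashed lines at the limits of 2.5 log2-fold. The DHAP shunt genes lie between rank 132 and rank 194.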

Altogether, this indicates that the DHAP shunt is regulated as a metabolic pathway specific for utilization of 5dR as a substrate and not as part of a general carbon starvation mechanism.

### The DHAP shunt operon 5′-UTR contains two promoters: a proximal regulated primary and a distal low-activity secondary promoter

Previous comparative genomic analyses revealed that *E. coli* with the DHAP shunt invariably possessed *mtnK*, *mtnA*, *ald2*, and a putative transporter gene located at the end of the tRNA-*leuX* genomic island, indicating a shared evolutionary origin of the operon among *E. coli* strains (12). Building on this, we performed sequence alignment of the 5′-UTR region of the DHAP shunt operon using the 799 bp intergenic region of *E. coli* ATCC 25922 between *mtnK* and the closest upstream ORF (DR76_R530330; RefSeq WP_000788354) as the reference (Fig. 1A). The vast majority of strains with the DHAP shunt exhibited the same ~799 bp 5′-UTR as ATCC 25922 (1,569 of 1,847 selected genomes) save for a few mismatches (Fig. 1B). Overall, we identified 52 variations in sequence coverage between 1,847 *E. coli* genomes and the 799 bp 5′-UTR reference sequence of ATCC 25922 (Fig. S1A). Strains with no alignment to the beginning of ATCC 25922 5′-UTR (Fig. S1A) exhibited truncation or loss of the DHAP shunt operon, often due to insertional sequences. Conversely, strains possessing the DHAP shunt operon all shared a minimal ~250 bp region from the beginning of the 5′-UTR, suggesting that key regulatory elements, including potential promoter sequences, are located within this segment.

Using ATCC 25922 as a model, we probed the location of the DHAP shunt promoter(s) using *lacZ* gene fusions with increasingly smaller segments of the DHAP shunt operon 5′-UTR (Fig. 3A). High LacZ activity was observed from the extracts of cells grown with 5dR versus glucose as the sole carbon source (10–16-fold increase) for *lacZ* promoter fusions that included 126 bp or more of the 5′-UTR beginning from *mtnK* (Fig. 3B). Coordinately, a twofold increase in LacZ activity was observed in extracts of cells grown with 5dR plus glucose versus glucose as the sole carbon source, also for *lacZ* promoter fusions that included 126 bp or more of the 5′-UTR. The observed changes in LacZ activity in the reporter assays were verified to be correlated to changes in *lacZ* gene transcript levels based on qRT-PCR of the 255 bp 5′-UTR–*lacZ* fusion construct (pLacZ255; Fig. S3B). Coordinately, the *lacZ* expression levels corroborate the transcriptomics data of wild-type ATCC 25922 growing on glucose versus 5dR (Fig. 2A). In addition, during growth on glucose as the sole carbon source, LacZ activity of strains with DHAP shunt operon 5′-UTR–*lacZ* fusions was the same as for strains with Lac promoter–*lacZ* fusions (pLacZ), indicating that glucose tightly controls expression of the DHAP shunt, like the Lac operon (Fig. 3B; Fig. S4B). Altogether, these results indicate that the promoter(s) for the DHAP shunt resides between 66 and 126 bp upstream of *mtnK*, and the DHAP shunt operon is under control of *E. coli’s* CCR mechanism (see below).

**Fig 3:**
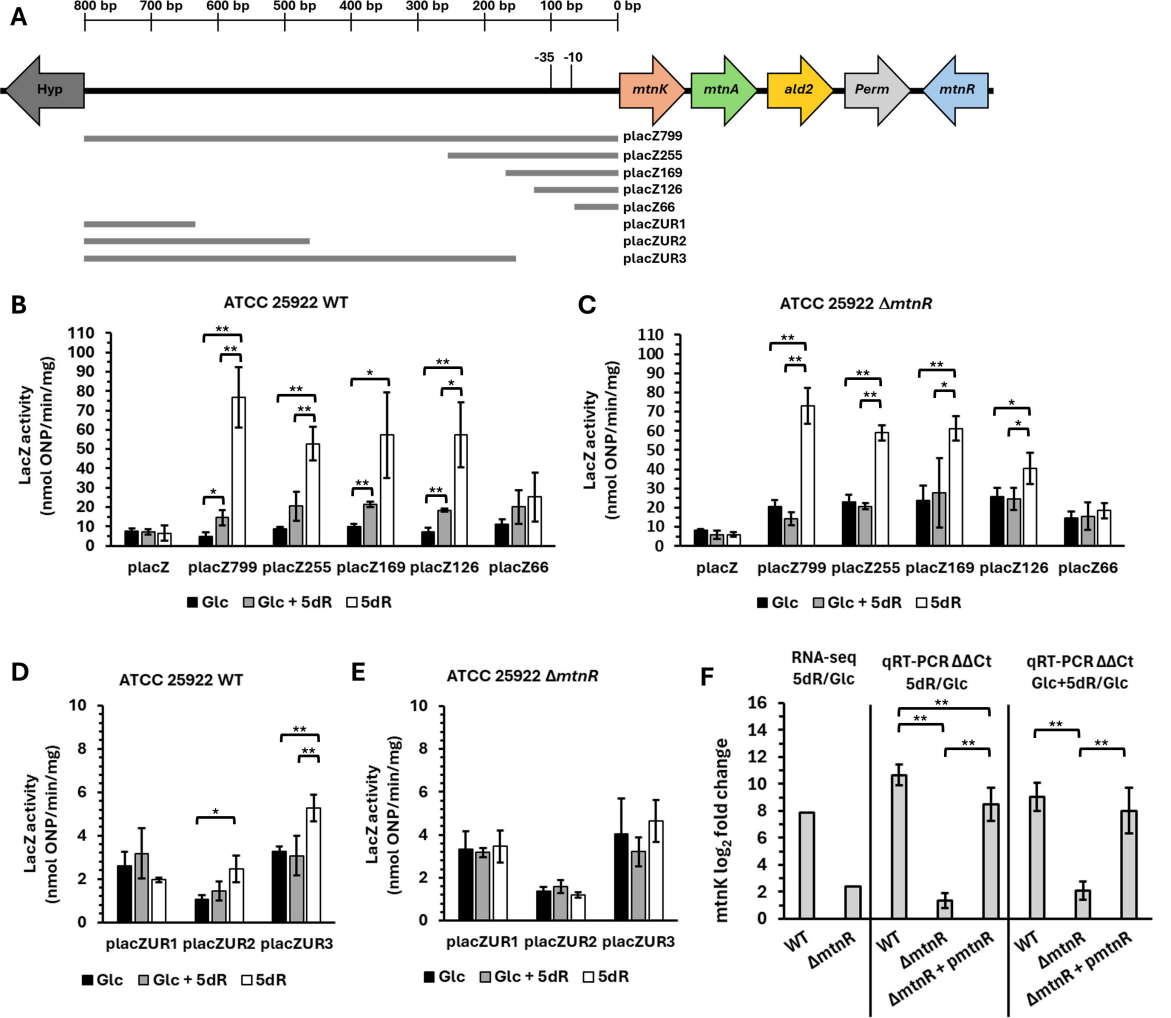
DHAP shunt 5′-UTR regions required for operon expression and repression by MtnR. (**A**) *E. coli* ATCC 25922 DHAP shunt genomic context and sections of 5′-UTR used for construction of plasmids (pLacZ###) with promoter–*lacZ* fusions. (**B, D**) LacZ activity assays from cell extracts of wild-type *E. coli* ATCC 25922 and (**C, E**) LacZ activity assays from cell extracts of MtnR deletion strain (Δ*mtnR*) containing the indicated DHAP shunt 5′-UTR–*lacZ* fusion plasmids when grown with either 5 mM glucose (Glc), 5 mM glucose plus 5 mM 5dR (Glc + 5dR), or 5dR as the carbon source. The pLacZ control is a Lac promoter–*lacZ* fusion without added IPTG. Average and standard deviation error bars are for *n* = 3 independent replicates. **P > 0.05, *P > 0.1; two-tailed *t*-test. (**F**) Log_2_-fold change in *mtnK* mRNA expression from transcriptomic analysis (Fig. 2; Data set S1) and measured by qRT-PCR for wild-type ATCC 25922 (WT), *mtnR* deletion strain (Δ*mtnR*), and *mtnR* deletion strain complemented with *mtnR* from a plasmid (Δ*mtnR* + pmtnR). Tetracycline (10 ng/mL) was added to induce expression of *mtnR* from pmtnR plasmid. qRT-PCR average and standard deviation error bars are for *n* = 4 independent biological replicates except for WT Glc + 5dR versus Glc (*n* = 8) and Δ*mtnR* + pmtnR Glc + 5dR versus Glc (*n* = 3). **P > 0.05; two-tailed *t*-test.

The location(s) of DHAP shunt operon transcription initiation was determined by TSS mapping. cDNA was generated from mRNA of cells grown on glucose, 5dR, or 5dR plus glucose, and TSSs were mapped by primer extension using fluorescently labeled primers and dideoxynucleotide sequencing ladders, as resolved by PAGE. Mapping revealed a primary TSS (P1) located 72 bp upstream of *mtnK* and an alternative TSS (P2) about 188 bp upstream of *mtnK* (Fig. 5B and C). At P1, canonical −10 and −35 elements were identified (Fig. 5A), and qualitatively, mRNA transcript abundance originating from this promoter, based on fluorescence intensity (Fig. 5B), shows the same regulatory pattern as the transcriptomic and LacZ assays. At P2, an AT-rich region consistent with a −10 promoter element is present with no discernible −35 element (Fig. 5A), and qualitative inspection of the mRNA transcript abundance originating from this promoter, based on fluorescence intensity, does not exhibit visible regulation under the tested growth conditions (Fig. 5C). No further TSSs were identified upstream of P2 (Fig. S5B). To confirm P2 is negligibly regulated by glucose versus 5dR availability, three plasmids (placZUR1, placZUR2, and placZUR3) were constructed containing *lac* fusions with distal DHAP shunt 5′-UTR regions that only included or did not include P2 (Fig. 3A). At most, a twofold increase in LacZ activity was observed for fusions of *lacZ* with the P2 promoter when cells were grown on 5dR versus glucose (Fig. 3D), in contrast to the regulation observed from P1. Coordinately in all cases, LacZ activities were less for *lacZ* fusions with the P2 promoter compared to *lacZ* fusions with the P1 promoter for each growth condition (Fig. 3B and D). Thus, P1 with TSS located 72 bp upstream of *mtnK* is the primary and regulated promoter for DHAP shunt expression in response to growth substrate availability. The P2 with TSS located 188 bp upstream is a low-activity secondary promoter whose genetic and physiological relevance is unknown.

### The DHAP shunt is not upregulated during growth on other alternative substrates

To further investigate the impact of substrate identity on DHAP shunt gene expression, we measured DHAP shunt promoter activity using DHAP shunt promoter–*lacZ* fusions (placZ255) (Fig. 3A). Cells were grown on glucose, 5dR, glucose plus 5dR, NANA, fucose, arabinose, and rhamnose. In addition, cells previously grown on glucose were placed under carbon starvation (no growth substrate) conditions for 40 min (Fig. 4; Fig. S3). In contrast to 5dR as the growth substrate, no significant increase was observed in LacZ activity for strains with DHAP shunt promoter–*lacZ* fusions when grown with any of the other alternative substrates tested as the sole carbon source (Fig. 4). Similarly, carbon starvation did not show a significant increase in LacZ activity (Fig. S3A). This corroborates the transcriptomics data indicating that the DHAP shunt is not a pathway generally induced in response to carbon starvation and rather demonstrates that 5dR specifically induces the DHAP shunt operon versus other well-characterized alternative *E. coli* growth substrates (e.g., fucose, NANA, rhamnose). Whether other substrates such as 5dAdo, MTA, and MTR also specifically induce the DHAP shunt operon is a topic for future investigation.

**Fig 4:**
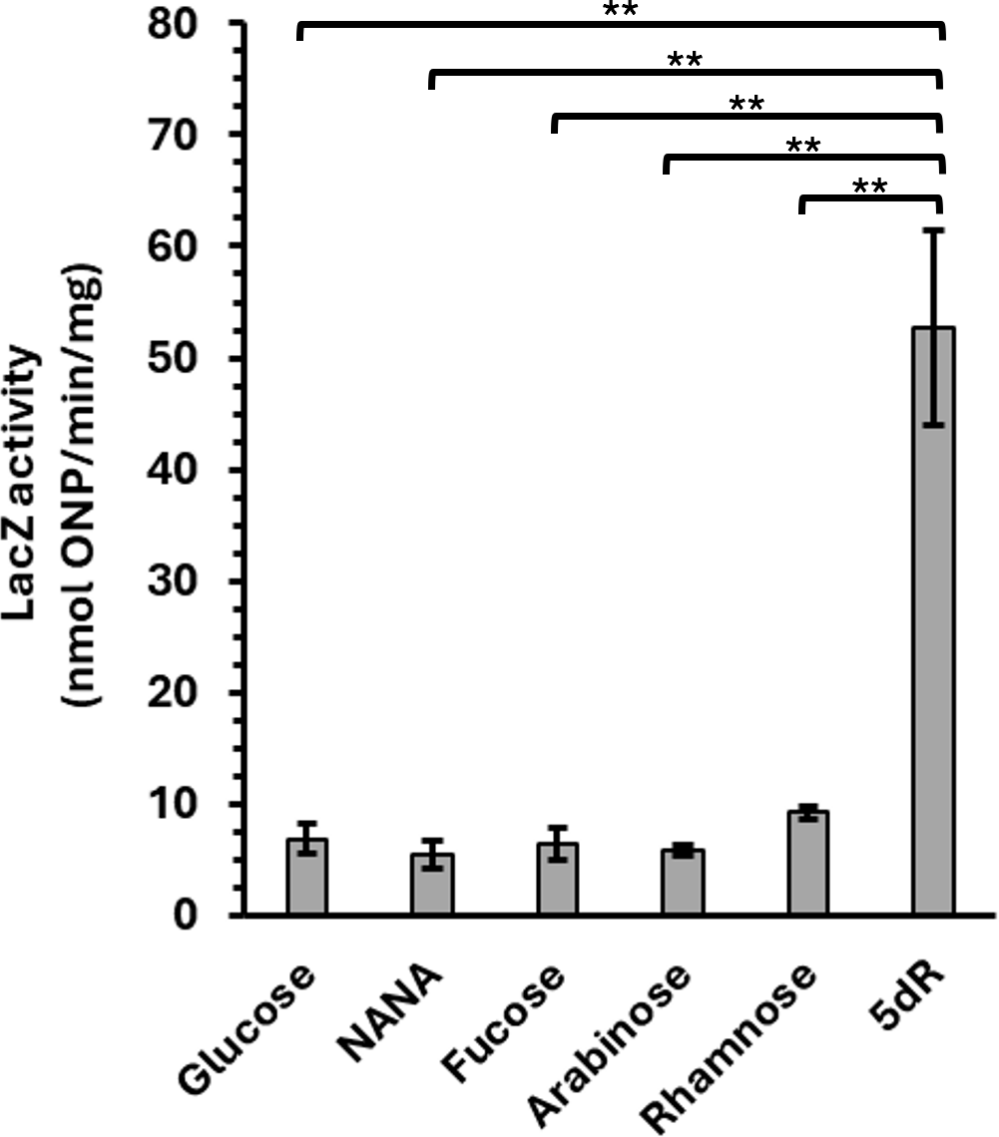
DHAP shunt expression is not activated by other alternative growth substrates. LacZ activity assays from cell extracts of *E. coli* ATCC 25922 containing the DHAP shunt 5′-UTR–*lacZ* fusion plasmid placZ255 and grown with either 5 mM glucose, NANA, l-fucose, l-arabinose, l-rhamnose, or 5-deoxy-d-ribose (5dR) as the sole carbon source. Average and standard deviation error bars are for *n* = 3 independent replicates. **P > 0.05.

### MtnR is a repressor of DHAP shunt gene expression

Directly downstream and opposing the DHAP shunt operon is an annotated Deoxyribonucleoside Operon Repressor (DeoR) family transcriptional regulator designated as the *yjhU* gene product, which we propose to rename as *mtnR* (Fig. 1A and 3A). The DeoR family of regulators is a known repressor of sugar metabolism pathways, including glycerol-phosphate, ascorbate, and 2′-deoxyribonucleoside metabolism (43). The proximity of an annotated DeoR-family transcriptional regulator gene relative to the DHAP shunt operon suggested potential involvement as a transcriptional regulator of DHAP shunt operon expression.

A comparative transcriptomic analysis between a gene deletion of the DeoR-type transcriptional regulator (∆*mtnR*; *yjhU* deletion strain) and WT ATCC 25922 cultures grown on glucose revealed that the DHAP shunt operon was upregulated (~5 log_2_-fold) in the absence of the DeoR-type transcriptional regulator (Fig. 2B). The observed change in DHAP shunt gene expression between the wild-type and *yjhU* deletion strains grown on glucose suggests that the DeoR-type transcriptional regulator is a repressor of DHAP shunt operon expression. However, the DeoR-type regulator does not appear to be the sole regulator of the DHAP shunt, as DHAP shunt expression levels in the *yjhU* deletion strain grown on glucose were still ~2.5 log_2_-fold less than when the *yjhU* deletion strain was grown on 5dR. This further implicates additional CCR mechanisms in DHAP shunt regulation (see Carbon Catabolite Repression section below). Thus, we propose to designate *yjhU* as *mtnR*, which stands for Methionine Salvage Regulator of *mtnK*, *mtnA*, and ald2 for consistency with established nomenclature where MtnK and MtnA are Methionine Salvage enzymes for metabolism of substrates MTA, MTR, 5dAdo, and 5dR that originate from methionine (i.e., SAM) (13, 44).

To verify the role of MtnR on DHAP shunt gene expression, we conducted LacZ activity assays using the same DHAP shunt promoter–*lacZ* gene fusions as before (Fig. 3A). For both ATCC 25922 wild-type and Δ*mtnR* strains transformed with the promoter–*lacZ* fusion plasmids containing P1 (placZ126 or larger) or P1 and P2 (placZ255 or larger), the same maximal level of LacZ activity was measured in cells grown with 5dR as the sole carbon source (Fig. 3B and C). However, LacZ activity for the Δ*mtnR* reporter strains grown with glucose as the sole carbon source showed a fourfold increase in LacZ activity compared to wild-type strains grown on glucose, such that the LacZ activity for Δ*mtnR* reporter strains grown on glucose was similar to strains grown on 5dR plus glucose (Fig. 3B and C). Furthermore, the repressive effect of MtnR appears specific to P1. No significant difference was observed in LacZ activity for DHAP shunt promoter–*lacZ* fusions only containing P2 (placZUR3) or no known promoter (placZUR1, placZUR2) in the *mtnR* deletion strain (Fig. 3E). We ruled out any unexpected artifacts of using LacZ reporter assays to characterize the regulatory role of MtnR by corroborating these results with direct qRT-PCR analysis of *mtnK* (Fig. 3F). In wild-type ATCC 25922, the log_2_-fold change of *mtnK* transcript in cells grown on 5dR compared to glucose as sole carbon sources was 10.7 ± 0.76, similar to that observed by transcriptomic analysis (~8). Coordinately, deletion of *mtnR* resulted in higher *mtnK* transcript levels when grown on glucose, thus resulting in the ΔmtnR strain grown on 5dR versus on glucose only exhibiting a 1.35 ± 0.57 log_2_-fold difference in *mtnK* transcript levels. This effect is specific to MtnR, as repression was restored upon complementation of Δ*mtnR* with *mtnR* from a plasmid (pMtnR; Fig. 3F).

Taken together, these results support a model in which MtnR is a repressor of the DHAP shunt P1 promoter unless a DHAP shunt substrate like 5dR is available. Currently, the recognition sequence and specific location of MtnR binding for regulation of the DHAP shunt are unknown. However, there is a semi-palindromic sequence (CAAATxxxxxxxxxATTTG) located over the P1 −10 element that may function as the binding site for MtnR or other regulatory mechanisms, and is the focus of future studies (Fig. 5A).

**Fig 5:**
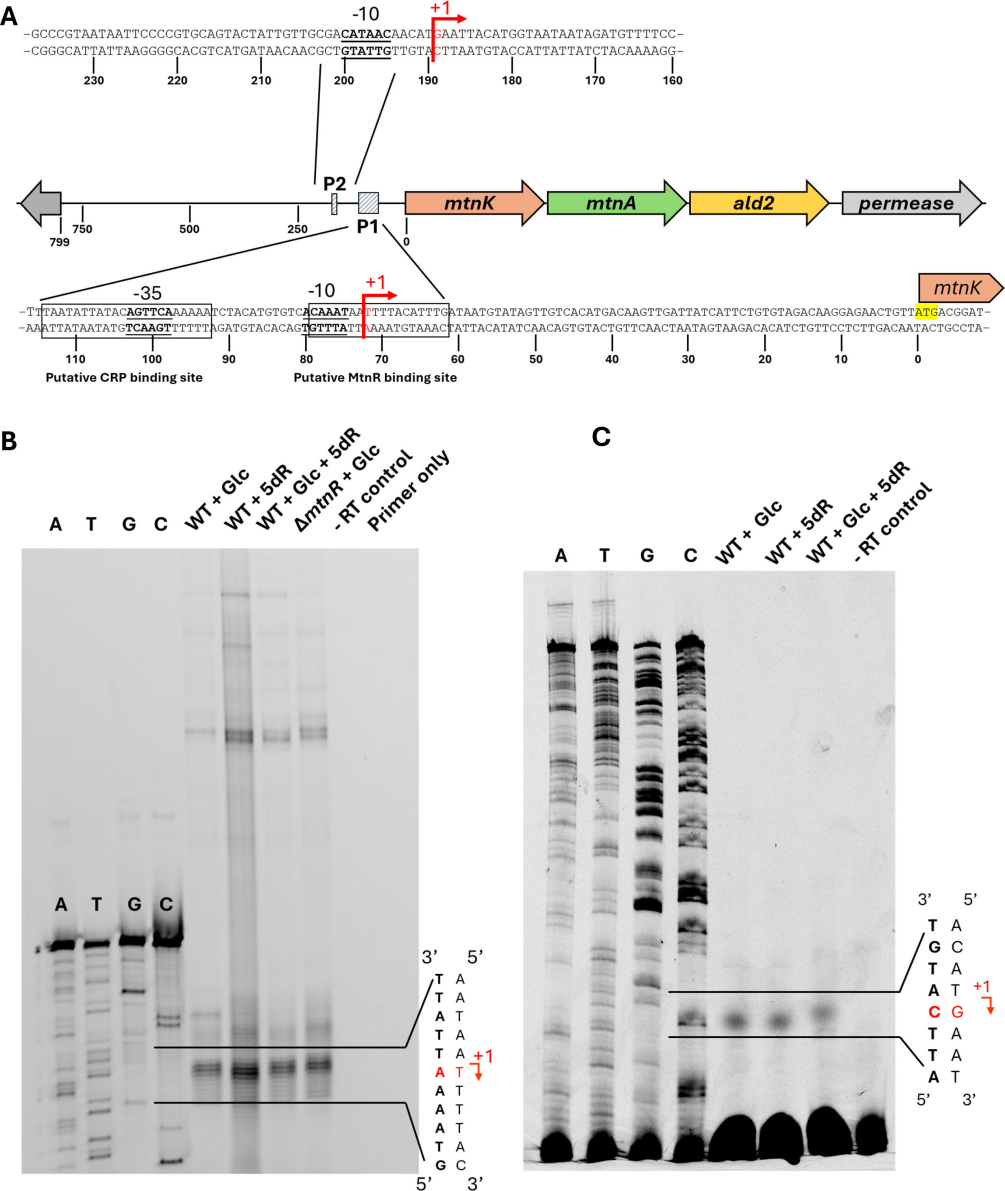
Identification of two TSSs upstream of the DHAP shunt operon. (**A**) Schematic representation of predicted promoters and regulatory elements upstream of *mtnK* based on TSS mapping and CRP binding site (CRPBS Finder) analysis. (B and C) Primer extension mapping of TSSs using two upstream regions: 104 bp upstream of *mtnK* to 45 bp into the gene (**B**), and 142-433 bp upstream of *mtnK* (**C**). Two distinct TSSs are identified: one located 72 bp upstream of *mtnK* (designated P1) and a second 218 bp upstream (designated P2). Based on band intensity, P1 appears to be the primary and regulated promoter under conditions tested. Glc, glucose; 5dR, 5-deoxyribose; −RT control is primer extension of RNA from WT + Glc cells without any added reverse transcriptase; primer only is the primer extension reaction performed without any added RNA.

### The DHAP shunt is under the control of *E. coli* carbon catabolite repression

In many instances where a DeoR transcriptional regulator family member functions as a repressor, the promoter is also subject to activation by another transcriptional regulator (45, 46). In *E. coli*, the glycerol-3-phosphate regulon (specifically *glpD* and *glpE*) and the 2-deoxyribose operon (*deoCBAD*) are negatively regulated by GlpR and DeoR, respectively, and activated by cAMP-bound CRP (45, 46). Previous growth studies have shown that ATCC 25922 is able to grow solely on DHAP shunt pathway substrates, including MTA, 5dAdo, and 5dR (11). To determine if CCR via CRP controls growth on 5dR, a genomic deletion of *crp* in ATCC 25922 (strain ∆*crp*) was constructed. The ∆*crp* strain was able to grow in M9 minimal media with glucose as the sole carbon source, as previously reported for *E. coli* UTI89 (47) (Fig. 6B). However, Δ*crp* was unable to grow on 5dR as the sole carbon source, indicating that the presence of CRP is necessary for growth on 5dR (Fig. 6A). Coordinately, as expected, the *E. coli* ∆*crp* strain could not grow on lactose, NANA, or glycerol, confirming inactivation of CCR in ATCC 25922 (Fig. S6). Complementation of the ∆*crp* strain with *crp* (∆*crp* + pCRP) restored growth to similar rates on 5dR, lactose, NANA, and glycerol (Fig. 6; Fig. S6).

**Fig 6:**
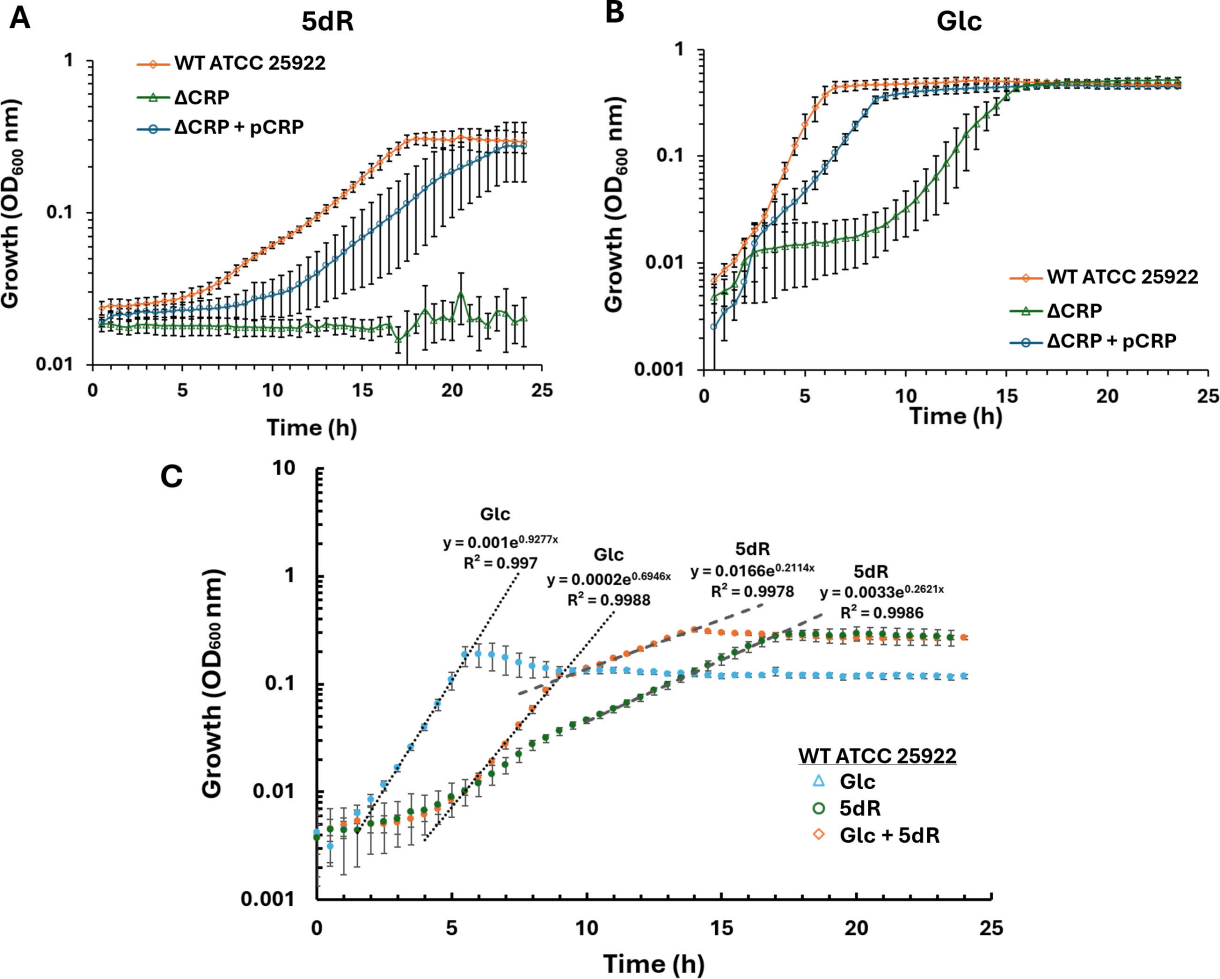
CRP is required for growth of *E. coli* ATCC 25922 using 5dR as a substrate. (**A and B**) Growth of wild-type ATCC 25922 (diamonds), CRP deletion strain (Δ*crp*; triangles), and CRP deletion strain complemented with *crp* expressed from a plasmid (Δ*crp* + pCRP; circles) with (**A**) 5dR or (**B**) glucose as the sole carbon source. Average and standard deviation error bars are for *n* = 4 for growth on 5dR and *n* = 5 for growth on glucose. (**C**) Diauxic growth observed when wild-type ATCC 25922 is grown on a combination of 1 mM glucose plus 8 mM 5dR (diamonds), as compared to cultures grown with 1 mM glucose (triangles) or 8 mM 5dR (circles) as the sole carbon source. Dotted lines and fit parameters are for exponential regression fit to the growth data. Average and standard deviation error bars are for *n* = 5 independent biological replicates.

We confirmed that *E. coli* strain ATCC 25922 preferentially utilizes glucose over the DHAP shunt substrate 5dR through CCR by conducting growth studies of cultures supplemented with glucose plus 5dR, glucose only, and 5dR only (Fig. 6C). Consistent with CCR regulation, growth on glucose plus 5dR resulted in a diauxic growth pattern (Fig. 6C) with a rapid initial growth rate similar to that for glucose only growth (~1 h doubling time), followed by a slower growth rate similar to that for 5dR only growth (~3 h doubling time). To implicate the location of the CRP binding site(s) within the DHAP shunt operon, we analyzed the 250 bp region upstream of the DHAP shunt using CRP Binding Site Finder (CRPBS Finder) software (7). The predictive software identified two potential CRP binding sites, with scores reflective of confidence for CRP interaction. The high-scoring, high-confidence site (6.7 score) is centered at −35.5 position, which is consistent with the organization of characterized class II CRP-dependent promoters where the CRP binding site is positioned near −41.5 (48, 49). The second, lower confidence site (6.1 score) centers at −17.5 (not shown). To verify CRP binding to the DHAP shunt promoter, CRP was purified and binding analyzed by EMSA (Fig. 7). The formation of a single band observed upon complexing of CRP with the P1/2 DNA fragment, followed by hyper-shifts at higher (>200 nM) CRP concentrations consistent with CRP multimers, suggests a single dominant CRP binding site in the DHAP shunt promoter region. This is consistent with the single band observed for CRP binding to the *gal* and *mal* promoter regions and is distinct from the two specific bands observed to form when CRP binds to the CRP1 and CRP2 sites of the *lac* promoter centered at −61.5 and +11.5, respectively (50, 51). Notably for the *lac* promoter, the −61.5 site is the primary high-affinity site for activation, and the low-affinity +11.5 site is predicted to be antagonistic at higher CRP concentrations (50, 52). While we cannot conclusively rule out CPR binding to the predicted −17.5 site of the DHAP shunt P1 promoter (i.e. this complex may be unstable during EMSA), if CRP were to bind here, it would also likely act as an antagonist to the primary CRP binding site near −35.5 for transcriptional activation (52). The precise location of CRP binding and affinity to the DHAP shunt promoter are a focus of future studies. Altogether, these results demonstrate that CRP is involved in the activation of DHAP shunt expression and that *E. coli* has placed the DHAP shunt under its CCR hierarchy for the use of 5-deoxynucleosides and 5-deoxypentose sugars after glucose becomes limiting.

**Fig 7:**
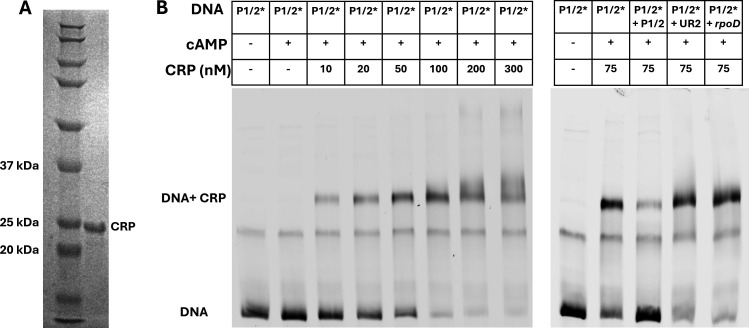
CRP binds to the DHAP shunt promoter. (**A**) Coomassie stained SDS-PAGE gel of N-terminal hexahistidine-tagged CRP purified by Ni-NTA affinity chromatography. (**B**) EMSA of CRP binding to the P1 and P2 DNA fragment (P1/2) which is located within the 255 bp region upstream of *mtnK*. P1/2* indicates 22 nM of a 1:10 ratio of Cy5-labeled:unlabeled P1/2 DNA fragment added to the CRP binding assay. P1/2* + P1/2 indicates an additional 180 nM of unlabeled P1/2 DNA fragment for a 1:100 ratio of labeled:unlabeled and demonstrates exchange of CRP between the labeled and unlabeled P1/2 DNA fragment. P1/2* + UR2 indicates 200 nM of an unlabeled DNA fragment from the region upstream of P1 and P2 as shown in Fig. 3A, and demonstrated CRP does not bind to the genomic region upstream of the DHAP shunt P1 and P2. P1/2* + *rpoD* indicates 200 nM of an unlabeled DNA fragment of the *rpoD* gene, and demonstrated CRP does not bind as a control, similar to UR2.

## DISCUSSION

*E. coli* encodes a diverse range of metabolic pathways, particularly those involved in carbon metabolism that aid cellular survival in dynamic environments. *E. coli* strains with the DHAP shunt enable them to use extracellular 5′-deoxynucleosides and 5-deoxypentose sugars as sole carbon and energy sources, save for fermentative growth (11, 12). This work reveals that *E. coli* ATCC 25922 has placed the DHAP shunt under its hierarchical regulation of carbon metabolism pathways to first use preferential substrates like glucose and gluconate before turning to a 5-deoxypentose sugar like 5dR as a growth substrate. Based on the comparative sequence analysis of the DHAP shunt promoter, it is anticipated that ExPEC strains with the DHAP shunt, like those of the globally disseminated ST131 lineage, do the same (Fig. 1B). Regulation of the DHAP shunt operon is mediated by two transcriptional regulators: CRP, functioning as a transcriptional activator that binds to the DHAP shunt promoter when glucose is absent (Fig. 6 and 7), and MtnR, acting as a transcriptional repressor when 5dR is absent (Fig. 2 and 3). Although identification of allosteric regulators of MtnR and the specific interactions between each regulator and the operon’s promoter require further investigation, identification of a canonical −10 and −35 promoter region designated P1 with TSS located 72 bp upstream of *mtnK* facilitates the prediction of putative CRP and MtnR binding sites (Fig. 5A). The predicted CRP binding site centered at −35.5 upstream of *mtnK* is anticipated to be part of a class II CRP-dependent promoter, similar to the characterized *galP1* and *pmelR* Class II CRP-dependent promoters of *E. coli* with CRP binding sites centered at −41.5 (49). In general, class II binding sites are associated with activation of downstream genes (48). At class II binding sites, CRP occludes the −35 element from recognition by the sigma factor within the RNA polymerase holoenzyme (53). Instead, domains of the α-subunit of RNA polymerase interact directly with CRP to mediate polymerase recruitment and subsequent activation, independent of the −35 element (49).

Regarding MtnR, the DeoR family of transcriptional regulators to which it belongs regulates the expression of numerous genes, including those involved in carbon metabolism pathways (43). In *E. coli*, DeoR family regulators control the expression of genes for glycerol (GlpR), fucose (FucR), and 2´-deoxyribonucleoside (DeoR) metabolism (43). These repressors are regulated by allosteric effector molecules, typically a phosphorylated pathway intermediate (e.g., sn-glycerol-3-phosphate, fuculose-1-phosphate, 2-deoxyribose-5-phosphate), which modulates DeoR family regulator binding affinity to its DNA recognition sequence (46). For DHAP shunt regulation by MtnR, the semi-palindromic sequence observed by visual inspection to overlap the P1 promoter −10 element is a hallmark of many DeoR family repressors (46). Analogous to the binding of DeoR to its recognition site over the −10 element of the promoter for the 2-deoxyribose metabolism operon (*deoCABD*), anticipated occupation of the DHAP shunt operon −10 element by MtnR would sterically hinder RNA polymerase binding or translocation, thereby repressing transcription initiation as observed in this study (Fig. 3 and 5). Binding of an allosteric effector molecule, potentially 5-deoxyribose-1-phosphate or some other phosphorylated intermediate of the DHAP shunt, would cause MtnR to release from the DNA. Together, the dual regulation by CRP and MtnR underscores the sensitivity of the DHAP shunt gene expression to substrate availability as well as further supports the pathway’s identity as an alternative carbon metabolism pathway where multiple regulatory factors fine-tune gene expression (54).

Unlike the DHAP shunt gene cluster, which is limited to select ExPEC strains (12), *mtnR* (annotated in *E. coli* genomes as *yjhU*) is widespread across *E. coli*. This protein’s putative function was predicted as a transcription factor, yet a clear regulatory function has remained elusive (55–58). In *E. coli* K12 strains lacking the DHAP shunt, *mtnR* is observed to be upregulated in stress response conditions, such as the presence of volatile organic compounds, and *mtnR* expression correlates with expression of stress response regulatory genes *soxS* and *rpoS*, suggesting *mtnR* expression may be controlled by a master regulator (59). In ExPEC ST131, MtnR has also been shown to increase in abundance in relation to outer membrane vesicles during iron limitation (60). Here, we demonstrated that MtnR has a significant repressive effect on DHAP shunt gene expression. Furthermore, deletion of *mtnR* resulted in upregulation of not only the DHAP shunt genes, but also *efeU* (DR76_RS21025, Fig. 2B), a gene encoding an iron permease induced under iron-limiting and acidic conditions (61, 62). For effective iron uptake by the Efe system, expression of the *efeUOB* operon genes is required and is known to be regulated by Fur and CpxR (61–63). Based on this study and previous work (60), it appears that MtnR is also involved in the expression of *efeUOB* in *E. coli*. In *E. coli*, it is common for transcriptional regulators to modulate expression of multiple targets (64), and within the DeoR transcriptional regulator family, there are examples of members that repress multiple targets (43, 64). Thus, these observations indicated that *mtnR* is conserved across *E. coli* strains for the regulation of conserved pathways like *efeUOB*, even though the DHAP shunt is only primarily found in ExPEC strains.

ExPEC are pathogenic strains of *E. coli* that are responsible for infections outside of the gastrointestinal tract, including the bloodstream, cerebral fluid, and urinary tract (17). These niches are generally considered nutrient-limiting, with carbon and sulfur sources either scarce or present in compounds not typically utilized as nutrients (10, 65). Given the ubiquity of SAM in all domains of life, the SAM reaction byproducts—SAH, MTA, and 5dAdo—are also widespread. While SAH is recycled to methionine (13), MTA and 5dAdo, or their downstream products, are generally exported from cells as metabolic waste (13). In prokaryotes, MTA/5dAdo phosphorylase (MtnP) or MTA/5dAdo/SAH nucleosidase (MtnN, Pfs) processes MTA and 5dAdo into 5-deoxypentose-phosphate species or 5-deoxypentose species, respectively, prior to excretion (13, 65). Eukaryotes only use MtnP (66). Notably, in extraintestinal environments such as the urine, these compounds are observed to accumulate (~0.1 µmol/mmol creatinine or ~100 µM) compared to the intestine (22). The current paradigm of ExPEC colonization of the urinary tract centers around metabolism of proteogenic and non-proteogenic amino acids as primary carbon and nitrogen sources, which occur at 10–30 µmol/mmol creatinine (10, 22). Therefore, further work is required to determine the contribution of 5-deoxynucleosides and 5-deoxypentose sugars to the growth of ExPEC strains with the DHAP shunt compared to amino acids and other alternative growth substrates.

## Data Availability

All strains, plasmids, and source data will be made available upon request. Transcriptome datasets for E. coli ATCC 25922 wild type and mtnR deletions strains are available from NCBI Gene Expression Omnibus (GEO) https://www.ncbi.nlm.nih.gov/geo/ under accession number GSE308804.

# Supplementary material for: Escherichia coli is poised to grow using 5′-deoxynucleosides via MtnR and CRP regulation of DHAP shunt gene expression
**Source:** J Bacteriol. 2025 Oct 16;207(11):e00280-25. doi: 10.1128/jb.00280-25
**Supplement:** Supplemental materials — Supplemental methods, Figures S1 to S6, Tables S1 to S3, Legends for Dataset S1 to S3, and References.

## Supplemental Information:

### ***Escherichia coli* are poised to grow using 5'-deoxynucleosides via MtnR and CRP regulation of DHAP shunt gene expression**

Katherine A. Huening<sup>1\*</sup>, Caitlin C. Wingerd<sup>1\*</sup>, Joshua T. Groves<sup>1</sup>, Katelyn T. Kapusta<sup>1</sup>, Laiba Khan<sup>1</sup>, F. Robert Tabita<sup>1</sup>, Justin A. North<sup>1#</sup>

\* Authors contributed equally to this work

## Inventory of Supplemental Information

|                                |    |
|--------------------------------|----|
| Supplemental methods           | 2  |
| Python Code used in this study | 4  |
| Supplementary Figures 1-6      | 9  |
| Supplementary Tables 1-3       | 16 |
| Supplementary Dataset Captions | 22 |
| Supplementary References       | 23 |

## Supplementary Methods

**Plasmid construction** – Native *lacZ* from ATCC 25922 was PCR amplified using primers lacZ-SpeI\_F and lacZ-AgeI\_R (Supplementary Table 1), which introduced flanking SpeI and AgeI restriction sites. The resulting fragment was cloned into pBBRsm2-MCS6 [1], replacing the plasmid's *lacZa* gene within the multiple cloning site. This resulted in the plasmid placZ, which has *lacZ* under regulatory control of the IPTG-inducible Lac promoter containing the Lac operator and CRP binding site. Next, plasmids placZ799 and placZ255 were constructed by PCR amplification of the region directly upstream of ATCC 25922 *mtnK* start codon (either 799 nucleotides or 255 nucleotides) and cloning it directly in front of the *lacZ* gene of placZ using restriction sites Asel and SpeI. The introduced SpeI site was located three bases immediately upstream of the *mtnK* start codon by replacing ACTGTT with ACTAGT. To construct the remaining plasmids used in LacZ assays, placZ799 was used as template for PCR amplification of smaller upstream regions. To construct plasmids placZ169, placZ126, and placZ66, a construct-specific primer, UPS169-Asel\_F, UPS126-Asel\_F, and UPS66-Asel\_F, respectively, was used in combination with primer UPS-BspEI-R, which anneals within the *lacZ* sequence, for PCR amplification (Supplementary Table 1). The PCR products had flanking Asel and BspEI recognition sequences, which were used to clone these fragments into placZ. To construct plasmids placZUR1, placZUR2, and placZUR3, a forward primer UPS799-Asel\_F was used in combination with a construct-specific reverse primer, UR1-SpeI\_R, UR2-SpeI\_R, and UR3-SpeI\_R (Supplementary Table 1), respectively, to amplify the far upstream region of the DHAP shunt genes (Figure 3A). To ensure that a ribosome binding site (RBS) was present in these sequences, an RBS sequence (5'-AGGAGA, the same RBS sequence present before *mtnK*) was included in each of these three reverse primers immediately following the SpeI restriction site sequence. To amplify this upstream region, p799 was used as the DNA template. The amplified region was then cloned into a placZ construct using Asel and SpeI restriction sites.

**LacZ activity assays** - Cells either placZ, placZ799, placZ255, placZ169, placZ126, placZ66, placZUR1, placZUR2, or placZUR3 (Supplementary Table 1) were harvested by centrifugation at 5000 x g for 5 minutes, and cell extracts were prepared by sonication and assayed as described previously [2, 3] with the following changes: the cell pellet was resuspended in 500  $\mu$ L sonication buffer [25 mM Tris HCl (pH 8.0), 5 mM  $\beta$ -mercaptoethanol] and sonicated on ice for 5 second

pulses over 1.5 minutes. Cell lysates were centrifuged at 18,000 x g for 10 minutes at 4°C. The supernatant was retained; an aliquot was separated to be used in protein concentration quantification by Bicinchoninic Acid (BCA) assay per manufacturer's instructions (Pierce). EDTA was added to the remaining supernatant to a concentration of 1 mM for use in LacZ activity assays. To perform LacZ activity assays, supernatant and Z buffer [50 mM Na-PO<sub>4</sub> buffer (pH 7.0), 10 mM KCl, 1 mM MgSO<sub>4</sub>, 2.5 mM β-mercaptoethanol] were mixed in a cuvette in a total volume of 500 μL. The LacZ activity assay was initiated with the addition of 100 μL 4 mg/ml o-nitrophenyl-β-d-galactopyranoside (ONPG) in 50 mM Na-PO<sub>4</sub> (pH 7.0). Assays were performed at 37°C and changes in absorbance at 420 nm due to the formation of o-nitrophenol (ONP) were monitored using a Cary 4000 UV-vis spectrophotometer (Agilent). Activity was calculated using the o-nitrophenyl (ONP) molar extinction coefficient of 2,388 M<sup>-1</sup> cm<sup>-1</sup> determined at pH 7.0 [4].

**CPR Purification** - Hexahistidine-tagged *E. coli* CRP proteins were produced in *E. coli* BL21 (DE3) carrying the expression plasmid pET28-crp similar to procedures previously described [5]. Cells were initially growth at 37 °C, 250 rpm shaking until an OD<sub>600 nm</sub> of 0.6. CRP expression was then induced with 0.2 mM IPTG and cells were incubated at 18 °C, 200 R.P.M. shaking overnight. Cells were pelleted by centrifugation and cell pellets stored at -80 °C until further use. For purification cells were thawed and resuspended in ice cold Buffer A (50 mM Tris pH 7.5, 300 mM NaCl) with 10 mM imidazole, 2 mM phenylmethylsulfonyl fluoride (PMSF), 2 mM dithiothreitol (DTT), and 1 mM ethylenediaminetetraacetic acid (EDTA). Cells were lysed by French pressure cell and centrifuged at 20,000 x g for 20 minutes at 4 °C. The soluble supernatant was supplemented with 1 mM MgCl<sub>2</sub> to chelate the excess EDTA and applied to a Ni-NTA column equilibrated with Buffer A + 10 mM imidazole. The column was washed with 10 column volumes (CV) Buffer A + 10 mM imidazole, followed by washing with 10 CV Buffer A + 20 mM imidazole, and elution with Buffer A + 250 mM imidazole. Purified protein was analyzed by SDS-PAGE and concentrated into TED300 buffer (20 mM Tris pH 7.5, 300 mM NaCl, 1 mM DTT, 1 mM EDTA) by 30 kDa molecular weight cutoff centrifugal concentration device (Millipore). Protein was stored on ice and used within 1 week for EMSA.

### Python code used for sequence alignment and visualization:

```
# === INPUT FILES ===
subject_labels_file = "subject_label.txt" # one label per line (partial matches allowed)
genome_fasta = "corrected_sequences.fasta"
reference_fasta = "ATCC_25922_reference.fasta"

# === LOAD SUBJECT LABELS ===
with open(subject_labels_file) as f:
    subject_labels = [line.strip() for line in f if line.strip()]
print(f"Loaded {len(subject_labels)} subject labels.")

# === LOAD GENOME FASTA SEQUENCES ===
print("Loading genome fasta...")
genome_records = list(SeqIO.parse(genome_fasta, "fasta"))
print(f"Loaded {len(genome_records)} sequences from fasta.")

# === LOAD REFERENCE SEQUENCE ===
ref_record = next(SeqIO.parse(reference_fasta, "fasta"))
ref_seq = str(ref_record.seq).upper()
ref_len = len(ref_seq)
print(f"Reference length: {ref_len}")

# === FUNCTION: Get matching genome record by partial label match ===
def find_matching_record(label, records):
    label = label.lower()
    for rec in records:
        if label in rec.id.lower():
            return rec
    return None

# === FUNCTION: Convert Biopython Alignment object to aligned sequences with gaps ===
def get_aligned_seqs(alignment, seqA, seqB):
    aligned_seqA = []
    aligned_seqB = []
    blocksA = alignment.aligned[0]
    blocksB = alignment.aligned[1]

    posA = 0
    posB = 0

    for (startA, endA), (startB, endB) in zip(blocksA, blocksB):
        while posA < startA:
            aligned_seqA.append(seqA[posA])
            aligned_seqB.append('-')
            posA += 1
```

```

while posB < startB:
    aligned_seqA.append('-')
    aligned_seqB.append(seqB[posB])
    posB += 1
aligned_seqA.extend(seqA[startA:endA])
aligned_seqB.extend(seqB[startB:endB])
posA = endA
posB = endB

while posA < len(seqA):
    aligned_seqA.append(seqA[posA])
    aligned_seqB.append('-')
    posA += 1
while posB < len(seqB):
    aligned_seqA.append('-')
    aligned_seqB.append(seqB[posB])
    posB += 1

return ".join(aligned_seqA), ".join(aligned_seqB)

# === ALIGNER SETUP ===
aligner = PairwiseAligner()
aligner.mode = 'local'
aligner.match_score = 2
aligner.mismatch_score = -1
aligner.open_gap_score = -0.5
aligner.extend_gap_score = -0.1

# === STORE ALIGNMENTS ===
aligned_subjects = []
aligned_sub_seqs = []
aligned_ref_seqs = []

print("Starting alignment and conservation calculation...")

for label in subject_labels:
    record = find_matching_record(label, genome_records)
    if record is None:
        print(f"Warning: Label '{label}' not found in FASTA.")
        continue

    sub_seq = str(record.seq).upper()
    if len(sub_seq) == 0:
        print(f"Warning: Sequence for '{label}' is empty.")
        continue

    alignment = aligner.align(ref_seq, sub_seq)[0] # best alignment
    aligned_ref_seq, aligned_sub_seq = get_aligned_seqs(alignment, ref_seq, sub_seq)

```

```

aligned_subjects.append(label)
aligned_ref_seqs.append(aligned_ref_seq)
aligned_sub_seqs.append(aligned_sub_seq)

if not aligned_sub_seqs:
    print("No sequences aligned successfully. Exiting.")
    exit()

# === MATCH/CONSERVATION MATRIX ===
print("Building match matrix for conservation visualization...")
match_matrix = [] # rows: subjects, columns: match (1) or mismatch (0)

for aligned_ref_seq, aligned_sub_seq in zip(aligned_ref_seqs, aligned_sub_seqs):
    match_row = []
    for ref_base, sub_base in zip(aligned_ref_seq, aligned_sub_seq):
        if ref_base == '-' or sub_base == '-':
            match_row.append(None)
        elif ref_base == sub_base:
            match_row.append(1)
        else:
            match_row.append(0)
    match_matrix.append(match_row)

# === PLOT CONSERVATION TRACK WITH COLOR ===
print("Generating alignment visualization...")
fig, ax = plt.subplots(figsize=(18, 8))

for i, row in enumerate(match_matrix):
    for j, val in enumerate(row):
        if val is None:
            continue
        color = 'silver' if val == 1 else 'red'
        ax.add_patch(mpatches.Rectangle((j, len(match_matrix) - i - 1), 1, 1, color=color))

ax.set_xlim(0, len(match_matrix[0]))
ax.set_ylim(0, len(match_matrix))
ax.set_xlabel("Reference Position")
ax.set_ylabel("Subject")
ax.set_title("Alignment Match to Reference (silver = Match, Red = Mismatch)")
ax.set_yticks([])
plt.tight_layout()
plt.savefig("alignment_conservation_colored.png", dpi=300)
plt.show()
print("Saved alignment image as 'alignment_conservation_colored2.png'")

```

### Python code used for percent coverage calculation and visualization:

```
=== Load data from Excel ===
df = pd.read_excel("Promoter_hits_start_stop_positions.xlsx")

===Standardize column names===
df.columns = df.columns.str.lower()

===Validate required columns===
required_cols = {'label', 'start', 'end'}
if not required_cols.issubset(df.columns):
    raise ValueError(f"Excel file must contain the columns: {required_cols}")

ref_len = 799

===Calculate coverage info===
df['length'] = df['end'] - df['start'] + 1
df['percent_coverage'] = (df['length'] / ref_len * 100).round(2)

===Group identical (percent_coverage, start, end)===
grouped = defaultdict(list)
for _, row in df.iterrows():
    key = (row['percent_coverage'], row['start'], row['end'])
    grouped[key].append(row['label'])

===Sort groups by percent coverage descending===
sorted_groups = sorted(grouped.items(), key=lambda x: x[0][0], reverse=True)

===Prepare data for plotting===
labels = []
bars = []    # bar length = length in bases
positions = [] # bar left = start position

for (percent, start, end), label_group in sorted_groups:
    labels.append(f"{percent}% (n={len(label_group)})")
    bars.append(end - start + 1) # length in bases, NOT percent
    positions.append(start)      # start position in bases

===Plot===
fig, ax = plt.subplots(figsize=(15, max(6, len(labels) * 0.5)))
y_pos = np.arange(len(labels))

ax.barh(y_pos, bars, left=positions, color='skyblue', edgecolor='black')

===Set Y-axis Configuration===
ax.set_yticks(y_pos)
```

```

ax.set_yticklabels(labels, fontsize=6)
ax.invert_yaxis()

# ===Set X-axis Configuraiton===
ax.set_xlim(0, ref_len)
ax.set_xlabel('Reference Position (1 to 799)', fontsize=10)
ax.tick_params(axis='x', labelsiz=8)

xticks = np.linspace(0, ref_len, num=17).astype(int)
ax.set_xticks(xticks)
ax.set_xticklabels([str(x) for x in xticks], fontsize=6)

ax.set_title('Sequence Coverage Groups Aligned to Reference', fontsize=12)
plt.tight_layout()
plt.show()

# ===Save CSV===
output_filename = "coverage_groups_percent_sorted.csv"
with open(output_filename, "w", newline="") as f:
    import csv
    writer = csv.writer(f)
    writer.writerow(["Percent_Coverage", "Start", "End", "Num_Sequences", "Labels"])
    for (percent, start, end), label_group in sorted_groups:
        writer.writerow([percent, start, end, len(label_group), ";".join(label_group)])

print(f"CSV written to: {output_filename}")

```

Supplementary Figures

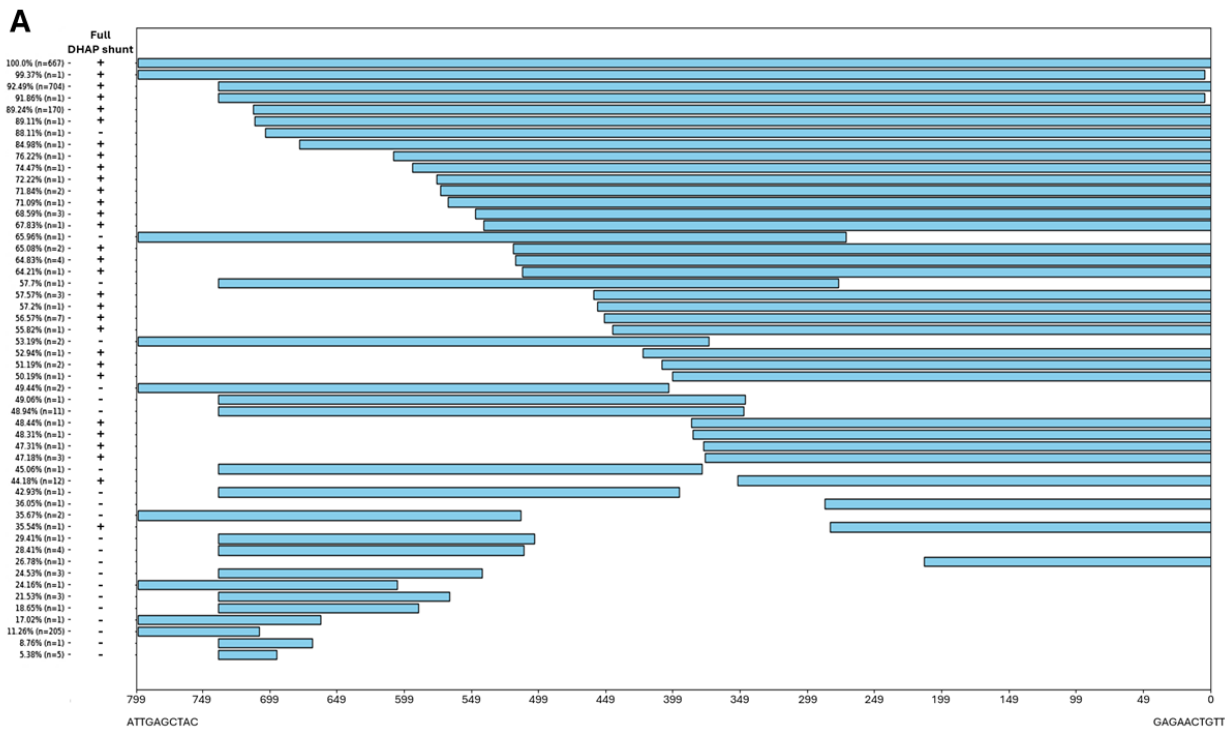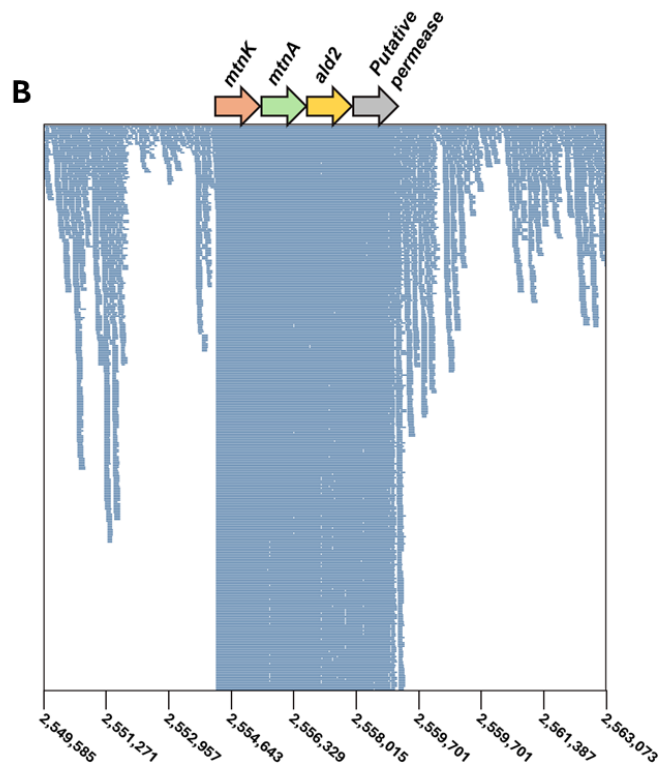

**Suppl. Fig. S1. Comparative analysis of upstream region and DHAP shunt operon**

**transcriptional output. A)** Alignment and grouping by % coverage of 1,847 *E. coli* genomes with sequence homology to the 799 bp 5'UTR of the ATCC 25922 DHAP shunt operon. The n= values next to each % coverage group is the number of strains with the observed conserved region. Multiple groups with low % coverage were associated with a truncated or no DHAP shunt ("-"). Only strains with > 250 bp of sequence conserved with the ATCC25922 DHAP shunt 5'UTR immediately upstream of mtnK were observed to possess the full DHAP shunt operon ("+" ). Only strains with a full DHAP shunt were used in the promoter conservation analysis shown in Figure 1B. **B)**

Transcriptome read depth in the region of the DHAP shunt gene cluster. Visual inspection of the transcriptome read depth using Tablet [6] shows similar reads from each of the DHAP shunt genes, suggesting this cluster is transcribed as a polycistronic message and thus a DHAP shunt operon.

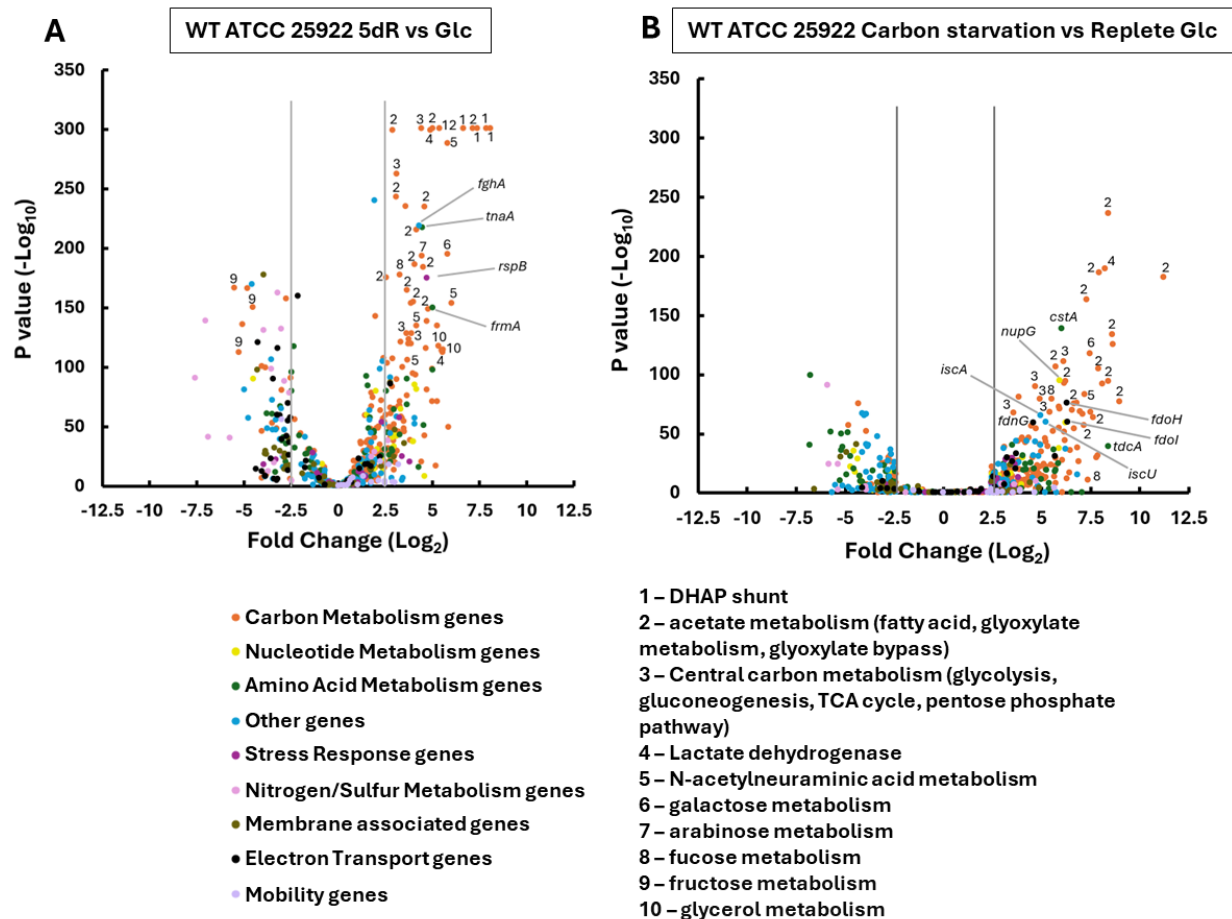

**Suppl. Fig. S2. Comparison of ATCC 25922 transcriptome changes based on gene functional annotation.** Volcano plots of changes in ATCC 25922 transcript abundance for: **A)** Wild type ATCC 25922 grown with 5dR versus glucose, **B)** ATCC 25922 incubated under carbon starvation conditions versus carbon replete (glucose) conditions. Gray lines indicate 2.5  $\log_2$ -fold change thresholds. A total of 664 annotated genes with  $\geq 2.5 \log_2$ -fold change in either condition was included; genes lacking annotation or with unknown function were excluded. Gene categorization is based on UniProt and NCBI functional annotations. The two transcriptional profiles indicate distinct cellular responses: carbon starvation versus carbon replete (glucose) conditions broadly upregulates alternative carbon metabolism pathways, while growth on 5dR versus glucose elicits a more specific response.

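Of the genes labelled in Fig. S2B, tdcA had the highest log2 fold change under carbon starvation, at 7.58 (standard error 0.385, adjusted p = 5.59e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 5.56 for fdoI, 5.54 for fdoH and 3.82 for fdnG, genes of electron transport. The gene paired with fdnG ends at 627832, directly before fdoH, which starts at 627845 on the same strand. Its name was not checked by sequence, so it may be another gene. The log2 fold change was 5.14 for nupG, 4.44 for iscU and 4.18 for iscA. With each library left out in turn, each of these genes stayed higher under carbon starvation, with a lowest value of 3.55 for fdnG. The label cstA could not be paired with a gene of the count table, and the cultures of panel A were not analysed here.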

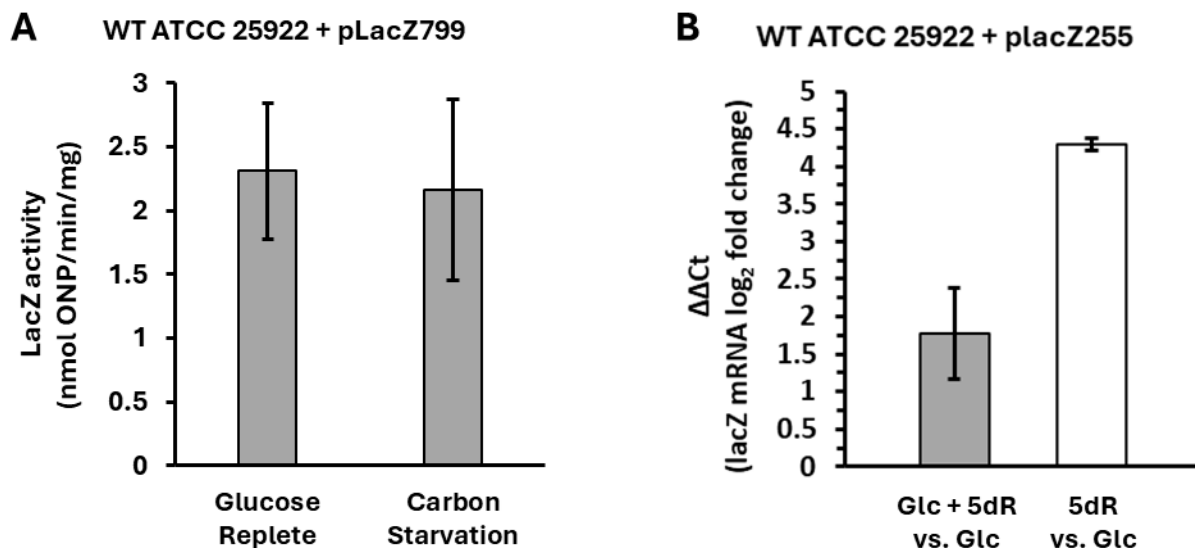

**Suppl. Fig. S3. DHAP shunt genes are under the regulatory influence of MtnR, but not as a starvation response. A)** LacZ activity assays from cell extracts of glucose starved and glucose replete *E. coli* ATCC 25922 containing the DHAP shunt 5'UTR - *lacZ* fusion plasmid placZ799. Cells were grown with 5 mM glucose as the sole carbon source. Once cultures reached midlog phase, cells were washed with carbon free M9 media, then half of the culture was supplemented with 5 mM glucose and the other half remained without. Cultures were further incubated at 37°C, 250 rpm, for an additional 40 minutes before harvesting for LacZ assays. Average and standard deviation error bars are for n = 3 independent replicates. **B)** Fold change in *lacZ* mRNA expression from the DHAP shunt 5'UTR - *lacZ* fusion plasmid placZ255 in *E. coli* ATCC 25922 measured by qRT-PCR. Cultures were grown in M9 minimal medium with 5 mM glucose (Glc), 5 mM glucose + 5 mM 5-deoxy-D-ribose (Glc + 5dR) or 5 mM 5dR. Sigma factor gene *rpoD* was used as a reference gene. Average and standard deviation error bars are for n = 4 independent replicates except for Glc + 5dR cultures, in which n = 3.

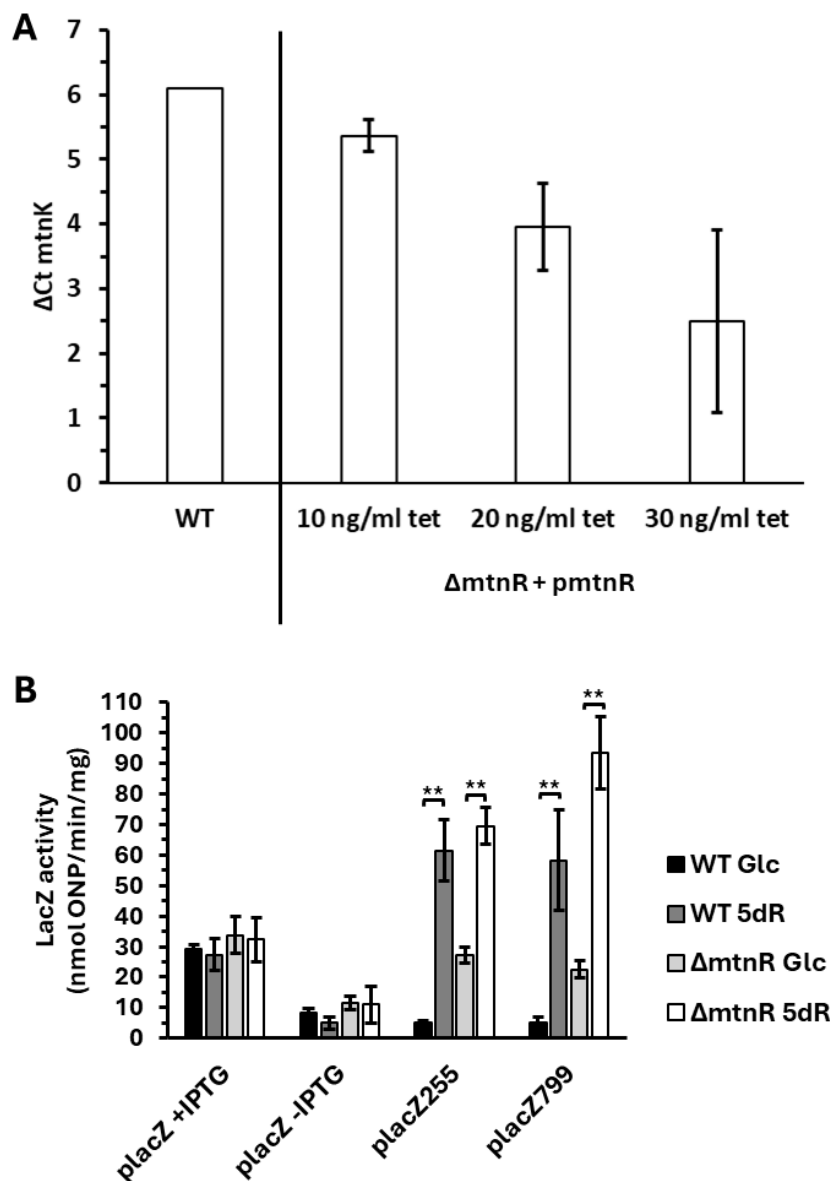

**Suppl. Fig. S4. A)** Changes in  $\Delta C_t$  values for *mtnK* transcript relative to *rpoD* transcript measured by qRT-PCR for wild type ATCC 25922 (WT) and MtnR deletion strain complemented with *mtnR* expressed from a plasmid ( $\Delta mtnR$  + *pmtnR*). Complementation studies were initially performed under different concentrations of tetracycline to determine the concentration at which *mtnK* was expressed in the complementation strain at levels similar to WT. Growth with 50 ng/ml tetracycline and higher (not shown) resulted in stressed cells and poor growth. **B)** LacZ activity assays from cell extracts of wild type *E. coli* ATCC 25922 (WT) and ATCC 25922 MtnR deletion strain ( $\Delta mtnR$ ) containing either *placZ* or the DHAP shunt 5'UTR - *lacZ* fusion plasmids, *placZ255* or *placZ799* (Figure 3A). Cells were grown with either 25 mM glucose (Glc) or 5 mM 5-deoxy-D-ribose (5dR) as the sole carbon source. No IPTG was added to the *placZ* - IPTG cultures, 0.2 mM IPTG was added to the *placZ* + IPTG cultures. Average and standard deviation error bars are for  $n = 3$  independent replicates, \*\* $P > 0.05$ ; \* $P > 0.1$ .

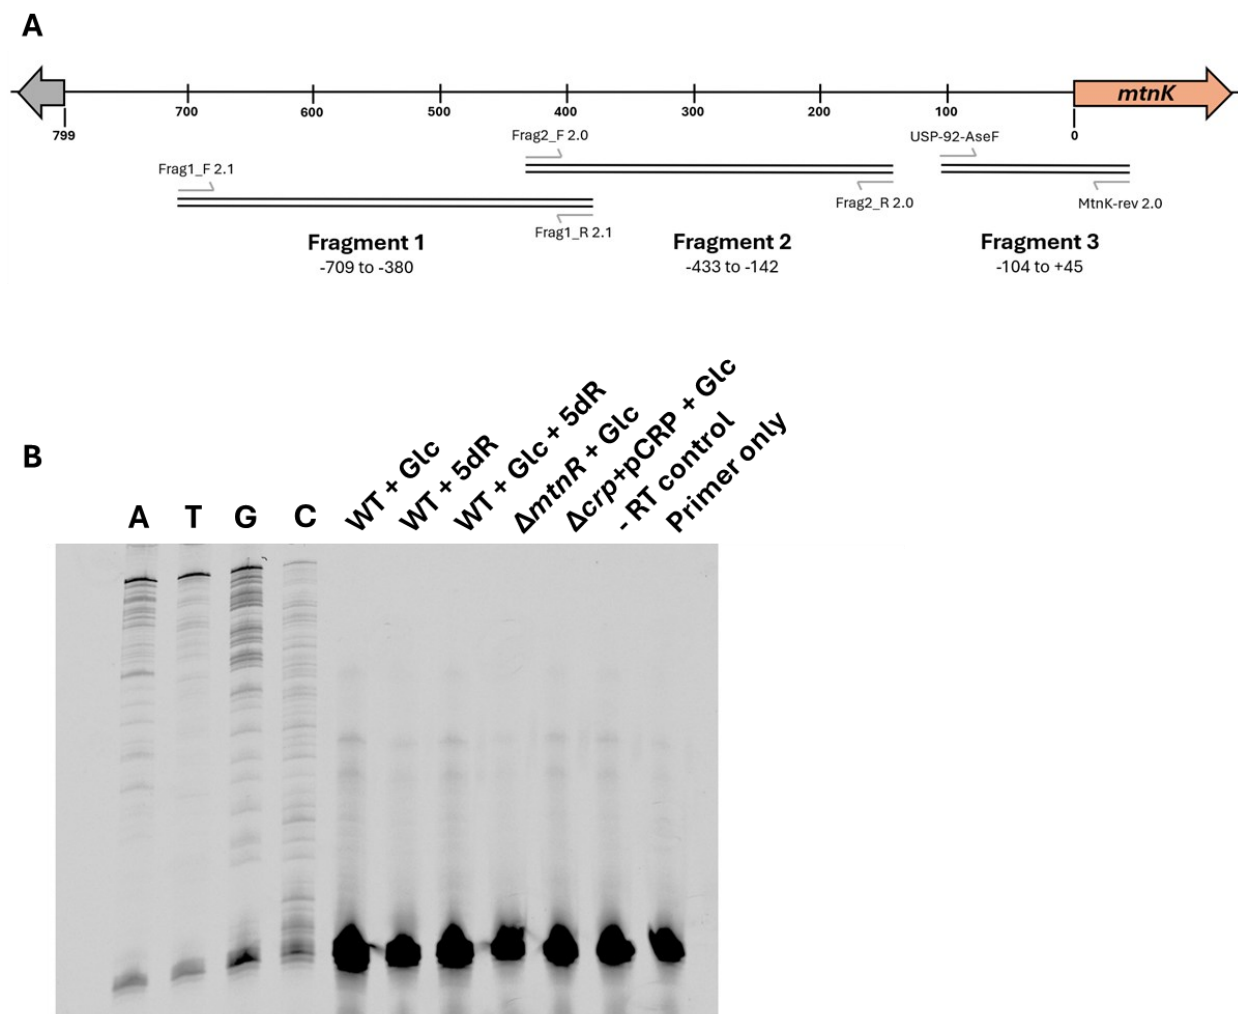

**Suppl. Fig. S5. TSS mapping analysis. A)** Visual representation of the upstream regions probed during the TSS mapping analysis. **B)** Primer extension analysis of the transcription start site for 381-709 bp upstream of *mtnK* (fragment 1). There are no identifiable transcription start sites associated with DHAP shunt operon expression in this region of the genome. Glc, glucose; 5dR, 5-deoxyribose; -RT control is primer extension of RNA from WT + Glc cells without any added reverse transcriptase; primer only is the primer extension reaction performed without any added RNA.

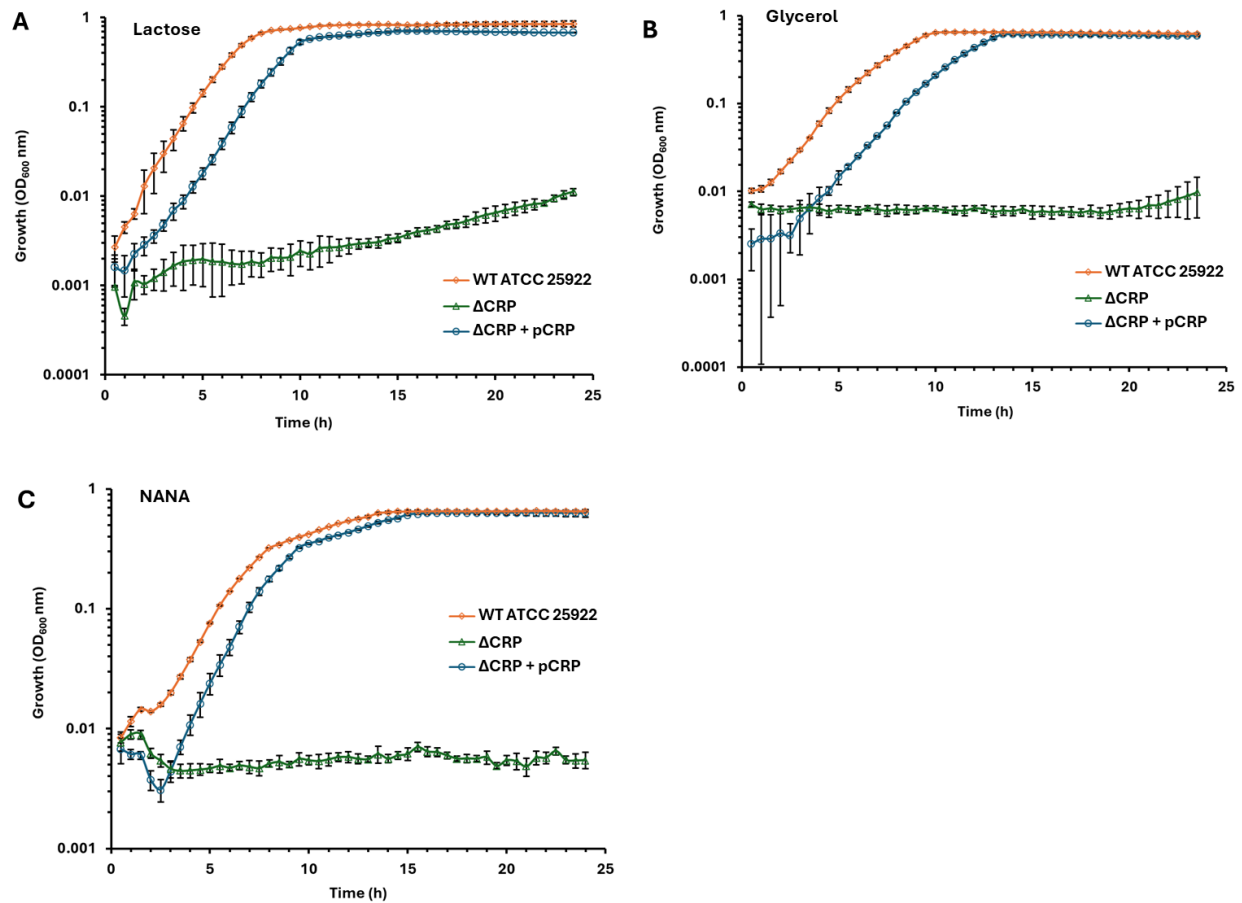

**Suppl. Fig. S6. Growth of ATCC 25922 on various alternative growth substrates.** Growth of wild type ATCC 25922 (diamonds), CRP deletion strain ( $\Delta$ *crp*; triangles), and CRP deletion strain complemented with *crp* expressed from a plasmid ( $\Delta$ *crp* + pCRP; circles) in the presence of **A**) lactose, **B**) N-acetylneuraminic acid (NANA), and **C**) glycerol as the sole carbon source. Average and standard deviation error bars are for  $n = 5$  independent biological replicates.

**Supplementary Table S1: Plasmids used in this study and primers used for their construction**

| Plasmid   | Description                                                                                                                  | Primer name   | Sequence (5'-3'): restriction site underlined              |
|-----------|------------------------------------------------------------------------------------------------------------------------------|---------------|------------------------------------------------------------|
| pCRP      | Expression vector for ATCC 25922 <i>crp</i> under regulation of tetracycline-inducible promoter                              | CRP-NdeI_F    | ATAACCGCATATGGTGCTTGGCAAAC                                 |
|           |                                                                                                                              | CRP-AgeI_R    | ACTCTG <u>ACCGG</u> TTAACGAGTGCCGTAAAC                     |
| pET28-crp | Expression vector for hexahistidine-tagged ATCC 25922 <i>crp</i>                                                             | CRP-NdeI_F    | <u>ATAACCGCATATGGTGCTTGGCAAAC</u>                          |
|           |                                                                                                                              | CRP-HindIII_R | <u>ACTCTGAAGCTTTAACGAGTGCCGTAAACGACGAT</u>                 |
| placZ     | Expression vector for ATCC 25922 <i>lacZ</i> under transcriptional control of IPTG-inducible promoter                        | lacZ-SpeI_F   | GACTC <u>ACTAGT</u> ATGACTATGATTACGGATTCTCTGGCCG           |
|           |                                                                                                                              | lacZ-AgeI_R   | ATTGC <u>ACCGG</u> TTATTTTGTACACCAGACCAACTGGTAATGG         |
| placZ799  | Expression vector for ATCC 25922 <i>lacZ</i> under transcriptional control of 799 bp region upstream of DHAP shunt genes     | UPS799-Asel_F | CGTAC <u>ATTAAT</u> ATTGAGCTACGATTTCTTTGTTGTCATC           |
|           |                                                                                                                              | UPS0-SpeI_R   | TGCGCT <u>ACTAGT</u> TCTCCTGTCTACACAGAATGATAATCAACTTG      |
| placZ255  | Expression vector for ATCC 25922 <i>lacZ</i> under transcriptional control of 255 bp region upstream of DHAP shunt genes     | UPS255-Asel_F | AGCCG <u>ATTAAT</u> CTTCCTTCGCTAAGTTTGCCC                  |
|           |                                                                                                                              | UPS0-SpeI_R   | TGCGCT <u>ACTAGT</u> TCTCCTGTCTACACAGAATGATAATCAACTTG      |
| placZ169  | Expression vector for ATCC 25922 <i>lacZ</i> under transcriptional control of 169 bp region upstream of DHAP shunt genes     | UPS169-Asel_F | GCGATA <u>ATTAAT</u> GATGTTTTCTCTGCTGATTCCTG               |
|           |                                                                                                                              | UPS-BspEI_R   | CACAGT <u>TCCGG</u> ATTTTCAACGTTC                          |
| placZ126  | Expression vector for ATCC 25922 <i>lacZ</i> under transcriptional control of 126 bp region upstream of DHAP shunt genes     | UPS126-Asel_F | GGATCG <u>ATTAAT</u> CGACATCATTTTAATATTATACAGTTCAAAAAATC   |
|           |                                                                                                                              | UPS-BspEI_R   | CACAGT <u>TCCGG</u> ATTTTCAACGTTC                          |
| placZ66   | Expression vector for ATCC 25922 <i>lacZ</i> under transcriptional control of 66 bp region upstream of DHAP shunt genes      | UPS66-Asel_F  | GCCTAG <u>ATTAAT</u> ATTGATAATGTATAGTTGTCACATGACAAG        |
|           |                                                                                                                              | UPS-BspEI_R   | CACAGT <u>TCCGG</u> ATTTTCAACGTTC                          |
| placZUR1  | Expression vector for ATCC 25922 <i>lacZ</i> under transcriptional control of 202 bp region far upstream of DHAP shunt genes | UPS799-Asel_F | CGTAC <u>ATTAAT</u> ATTGAGCTACGATTTCTTTGTTGTCATC           |
|           |                                                                                                                              | UR1-SpeI_R    | CGAACT <u>ACTAGT</u> TCTCCTAATCACGAGGTCACAAAGGCGC          |
| placZUR2  | Expression vector for ATCC 25922 <i>lacZ</i> under transcriptional control of 365 bp region far upstream of DHAP shunt genes | UPS799-Asel_F | CGTAC <u>ATTAAT</u> ATTGAGCTACGATTTCTTTGTTGTCATC           |
|           |                                                                                                                              | UR2-SpeI_R    | CGAACT <u>ACTAGT</u> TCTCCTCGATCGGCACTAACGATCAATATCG       |
| placZUR3  | Expression vector for ATCC 25922 <i>lacZ</i> under transcriptional control of 622 bp region far upstream of DHAP shunt genes | UPS799-Asel_F | CGTAC <u>ATTAAT</u> ATTGAGCTACGATTTCTTTGTTGTCATC           |
|           |                                                                                                                              | UR3-SpeI_R    | CGAACT <u>ACTAGT</u> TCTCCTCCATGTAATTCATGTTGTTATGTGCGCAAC  |
| pMtnR     | pTETTET expression plasmid for DHAP shunt transcription factor MtnR ( <i>mtnR</i> gene product)                              | mtnR-NdeI_F   | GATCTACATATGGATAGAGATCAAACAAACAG                           |
|           |                                                                                                                              | mtnR-SacI_R   | GATCTAG <u>AGCT</u> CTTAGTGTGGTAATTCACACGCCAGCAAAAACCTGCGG |

**Supplementary Table S2: PCR fragments and primers for their amplification**

| Fragment                    | Description                                                                                                         | Primer name     | Sequence (5'-3'): <i>E. coli</i> sequence underlined    |
|-----------------------------|---------------------------------------------------------------------------------------------------------------------|-----------------|---------------------------------------------------------|
| qRT-lacZ                    | For synthesis of 254 bp fragment from <i>lacZ</i>                                                                   | qRT_lacZ_F      | <u>GTTTGCCGTCTGAATTTGACCTGAGC</u>                       |
|                             |                                                                                                                     | qRT_lacZ_R      | <u>CAGCTCGCCGTACATCTGAACTTC</u>                         |
| qRT-mtnK                    | Amplification of 286 bp fragment of ATCC 25922 <i>mtnK</i>                                                          | qRT_mtnK_F      | <u>CAGAAGCGCAGGCATTGTTACATGG</u>                        |
|                             |                                                                                                                     | qRT_mtnK_R      | <u>CCCTGTGTTTTGTTGTCCCAGAGC</u>                         |
| qRT-rpoD                    | Amplification of 250 bp fragment of ATCC 25922 <i>rpoD</i>                                                          | qRT_rpoD_F      | <u>GGCCCATCTCTTGCAGCATCTG</u>                           |
|                             |                                                                                                                     | qRT_rpoD_R      | <u>AAATACACCAACCGTGGCTTGCA</u>                          |
| Primer Extension Fragment 1 | Amplification of fragment 1 region as template for dideoxynucleotide ladder synthesis                               | Frag1_F 2.1     | <u>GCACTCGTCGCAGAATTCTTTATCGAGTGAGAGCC</u>              |
|                             |                                                                                                                     | Frag1_R 2.1     | <u>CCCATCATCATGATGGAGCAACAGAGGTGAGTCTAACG</u>           |
|                             | For fluorescently labeled amplification of dideoxynucleotide sequencing ladders and primer extension for fragment 1 | Frag1_R 2.1 CY5 | Cy5- <u>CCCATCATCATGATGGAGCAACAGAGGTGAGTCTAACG</u>      |
| Primer Extension Fragment 2 | Amplification of fragment 2 region as template for dideoxynucleotide ladder synthesis                               | Frag2_F 2.0     | <u>TAAGAAGTGCGGAAACGTTAGACTCACC</u>                     |
|                             |                                                                                                                     | Frag2_R 2.0     | <u>TTACAGGAATCAGCAGAGGAAAACATCT</u>                     |
|                             | For fluorescently labeled amplification of dideoxynucleotide sequencing ladders and primer extension for fragment 2 | Frag2_R 2.0 CY5 | Cy5- <u>TTACAGGAATCAGCAGAGGAAAACATCT</u>                |
| Primer Extension Fragment 3 | Amplification of fragment 3 region as template for dideoxynucleotide ladder synthesis                               | USP92-Asel_F    | <u>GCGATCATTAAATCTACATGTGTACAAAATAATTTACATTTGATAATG</u> |
|                             |                                                                                                                     | MtnK-rev 2.0    | <u>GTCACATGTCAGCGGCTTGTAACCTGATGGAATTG</u>              |
|                             | For fluorescently labeled amplification of                                                                          | mtnK-rev-Cy5    | Cy5- <u>GCTTGTAACCTGATGGAATTG</u>                       |

|                    |                                                                                        |                 |                                                                              |
|--------------------|----------------------------------------------------------------------------------------|-----------------|------------------------------------------------------------------------------|
|                    | dideoxynucleotide sequencing ladders and primer extension for fragment 3               |                 |                                                                              |
| $\lambda$ Red-CRP  | PCR fragment for markerless deletion of <i>crp</i> gene by $\lambda$ -Red recombinase  | Crp-F           | <u>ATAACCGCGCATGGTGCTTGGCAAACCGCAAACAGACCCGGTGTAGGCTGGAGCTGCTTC</u>          |
|                    |                                                                                        | Crp-R           | <u>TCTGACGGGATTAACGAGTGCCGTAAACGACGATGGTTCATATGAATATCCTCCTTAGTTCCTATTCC</u>  |
| $\lambda$ Red-mtnR | PCR fragment for markerless deletion of <i>mtnR</i> gene by $\lambda$ -Red recombinase | 25922-MtnR_F    | <u>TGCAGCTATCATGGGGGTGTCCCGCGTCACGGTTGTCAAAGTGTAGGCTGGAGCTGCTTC</u>          |
|                    |                                                                                        | 25922-MtnR_R    | <u>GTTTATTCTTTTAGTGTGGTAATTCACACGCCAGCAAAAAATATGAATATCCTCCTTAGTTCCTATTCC</u> |
| P1/2 fragment      | Amplification of P1 and P2 promoters for EMSA of CRP binding                           | Footprint_F     | <u>CGCCTAAGTTTGCCCGTAATAATTC</u>                                             |
|                    |                                                                                        | Footprint_R     | <u>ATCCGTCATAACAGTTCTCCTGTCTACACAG</u>                                       |
|                    |                                                                                        | Footprint_R-Cy5 | Cy5- <u>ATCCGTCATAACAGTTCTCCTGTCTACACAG</u>                                  |
| UR2 fragment       | Amplification of region 579-799bp upstream of <i>mtnK</i>                              | UR2-799_F       | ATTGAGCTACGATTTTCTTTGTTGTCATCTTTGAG                                          |
|                    |                                                                                        | UR1-SpeI_R      | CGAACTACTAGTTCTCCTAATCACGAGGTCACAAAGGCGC                                     |

### Supplementary Table S3: DHAP shunt operon and 5'UTR sequences

>ATCC\_25922\_DHAP\_shunt\_5'UTR

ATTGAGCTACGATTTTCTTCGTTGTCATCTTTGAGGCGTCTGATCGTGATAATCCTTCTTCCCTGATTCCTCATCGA  
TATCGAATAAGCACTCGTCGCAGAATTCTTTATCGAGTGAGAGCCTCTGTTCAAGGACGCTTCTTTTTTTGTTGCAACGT  
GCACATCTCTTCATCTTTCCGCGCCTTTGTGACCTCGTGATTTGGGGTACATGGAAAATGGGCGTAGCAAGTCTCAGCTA  
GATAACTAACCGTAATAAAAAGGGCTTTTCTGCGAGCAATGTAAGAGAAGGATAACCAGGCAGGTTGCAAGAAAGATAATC  
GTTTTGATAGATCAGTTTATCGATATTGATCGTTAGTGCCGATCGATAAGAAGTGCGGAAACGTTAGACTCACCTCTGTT  
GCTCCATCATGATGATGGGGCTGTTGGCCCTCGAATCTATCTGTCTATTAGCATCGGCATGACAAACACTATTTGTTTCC  
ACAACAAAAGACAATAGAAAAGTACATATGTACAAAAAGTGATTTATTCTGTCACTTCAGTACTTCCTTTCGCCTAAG  
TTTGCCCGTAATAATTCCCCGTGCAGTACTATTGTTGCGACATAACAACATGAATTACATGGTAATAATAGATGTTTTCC

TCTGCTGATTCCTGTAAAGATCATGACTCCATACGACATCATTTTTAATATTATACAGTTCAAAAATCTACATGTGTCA  
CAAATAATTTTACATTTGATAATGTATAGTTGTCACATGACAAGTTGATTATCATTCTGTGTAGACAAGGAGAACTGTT

>ATCC\_25922\_DHAP\_Shunt\_Operon

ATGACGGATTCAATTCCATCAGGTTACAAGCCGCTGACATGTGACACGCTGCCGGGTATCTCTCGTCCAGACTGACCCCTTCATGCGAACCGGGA  
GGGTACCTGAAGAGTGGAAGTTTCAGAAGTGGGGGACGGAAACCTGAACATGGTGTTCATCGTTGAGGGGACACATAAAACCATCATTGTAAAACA  
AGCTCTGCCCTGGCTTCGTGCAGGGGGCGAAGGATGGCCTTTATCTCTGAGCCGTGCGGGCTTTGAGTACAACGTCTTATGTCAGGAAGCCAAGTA  
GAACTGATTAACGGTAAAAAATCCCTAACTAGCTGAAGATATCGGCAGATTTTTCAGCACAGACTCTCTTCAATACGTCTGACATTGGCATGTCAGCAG  
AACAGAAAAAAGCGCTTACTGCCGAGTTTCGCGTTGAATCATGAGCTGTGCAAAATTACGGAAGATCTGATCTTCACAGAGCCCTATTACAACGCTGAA  
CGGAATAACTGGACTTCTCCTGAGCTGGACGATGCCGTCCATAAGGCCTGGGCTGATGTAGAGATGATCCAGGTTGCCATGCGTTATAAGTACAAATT  
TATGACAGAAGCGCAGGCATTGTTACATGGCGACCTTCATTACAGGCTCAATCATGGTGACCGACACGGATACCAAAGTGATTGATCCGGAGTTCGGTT  
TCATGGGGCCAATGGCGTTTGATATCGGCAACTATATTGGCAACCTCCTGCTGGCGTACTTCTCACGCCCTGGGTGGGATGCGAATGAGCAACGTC  
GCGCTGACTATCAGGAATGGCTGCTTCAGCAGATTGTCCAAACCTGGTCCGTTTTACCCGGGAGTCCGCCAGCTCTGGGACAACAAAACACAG  
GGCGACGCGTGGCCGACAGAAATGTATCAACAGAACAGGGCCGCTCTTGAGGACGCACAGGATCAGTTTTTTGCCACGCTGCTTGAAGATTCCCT  
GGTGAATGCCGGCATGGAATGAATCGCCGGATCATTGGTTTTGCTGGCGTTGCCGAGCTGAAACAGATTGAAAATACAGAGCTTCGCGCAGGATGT  
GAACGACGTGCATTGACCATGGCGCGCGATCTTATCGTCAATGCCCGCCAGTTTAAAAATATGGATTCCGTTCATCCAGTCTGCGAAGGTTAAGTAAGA  
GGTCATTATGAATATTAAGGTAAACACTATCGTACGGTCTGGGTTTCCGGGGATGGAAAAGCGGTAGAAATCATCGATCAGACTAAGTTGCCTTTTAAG  
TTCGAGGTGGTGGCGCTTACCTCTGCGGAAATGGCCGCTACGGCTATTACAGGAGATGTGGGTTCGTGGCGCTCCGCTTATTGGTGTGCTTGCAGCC  
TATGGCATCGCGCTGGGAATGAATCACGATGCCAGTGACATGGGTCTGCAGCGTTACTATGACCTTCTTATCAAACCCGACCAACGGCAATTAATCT  
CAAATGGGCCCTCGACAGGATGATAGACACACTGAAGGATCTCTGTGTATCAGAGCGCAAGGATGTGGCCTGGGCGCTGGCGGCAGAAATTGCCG  
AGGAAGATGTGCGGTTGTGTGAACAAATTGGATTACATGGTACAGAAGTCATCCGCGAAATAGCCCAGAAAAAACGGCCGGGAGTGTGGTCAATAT  
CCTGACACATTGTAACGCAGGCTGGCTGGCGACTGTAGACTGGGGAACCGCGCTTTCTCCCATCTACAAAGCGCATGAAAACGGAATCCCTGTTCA

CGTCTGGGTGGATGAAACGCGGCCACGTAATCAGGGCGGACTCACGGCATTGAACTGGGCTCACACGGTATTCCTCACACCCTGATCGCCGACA  
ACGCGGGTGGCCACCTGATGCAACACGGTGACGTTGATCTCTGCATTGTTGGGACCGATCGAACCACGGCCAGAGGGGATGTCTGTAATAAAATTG  
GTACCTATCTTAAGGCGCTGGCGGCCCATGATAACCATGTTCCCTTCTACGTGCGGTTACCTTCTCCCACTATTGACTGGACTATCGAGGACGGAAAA  
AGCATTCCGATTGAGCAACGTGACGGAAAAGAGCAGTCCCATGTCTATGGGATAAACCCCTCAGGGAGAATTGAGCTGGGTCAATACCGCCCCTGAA  
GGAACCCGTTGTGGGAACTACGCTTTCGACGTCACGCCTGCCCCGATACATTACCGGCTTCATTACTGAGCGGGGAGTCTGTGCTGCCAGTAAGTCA  
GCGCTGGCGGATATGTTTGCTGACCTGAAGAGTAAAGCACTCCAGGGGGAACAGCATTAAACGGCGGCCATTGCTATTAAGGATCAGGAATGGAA  
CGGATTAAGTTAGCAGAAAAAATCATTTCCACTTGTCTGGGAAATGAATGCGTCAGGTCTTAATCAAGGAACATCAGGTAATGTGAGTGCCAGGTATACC  
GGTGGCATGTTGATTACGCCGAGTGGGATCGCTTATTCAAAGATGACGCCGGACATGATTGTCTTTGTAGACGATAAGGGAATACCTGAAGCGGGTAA  
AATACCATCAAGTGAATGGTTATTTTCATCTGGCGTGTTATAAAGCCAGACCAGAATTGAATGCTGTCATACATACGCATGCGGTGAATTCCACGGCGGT  
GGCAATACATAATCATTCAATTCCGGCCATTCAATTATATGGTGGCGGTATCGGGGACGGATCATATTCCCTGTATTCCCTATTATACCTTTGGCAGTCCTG  
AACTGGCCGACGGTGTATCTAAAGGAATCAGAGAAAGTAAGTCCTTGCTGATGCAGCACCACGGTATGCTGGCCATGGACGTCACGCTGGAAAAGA  
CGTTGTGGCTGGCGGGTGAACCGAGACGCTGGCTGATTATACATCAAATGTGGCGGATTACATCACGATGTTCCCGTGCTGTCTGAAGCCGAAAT  
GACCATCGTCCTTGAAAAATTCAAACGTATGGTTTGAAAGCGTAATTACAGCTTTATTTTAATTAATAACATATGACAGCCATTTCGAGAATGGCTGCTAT  
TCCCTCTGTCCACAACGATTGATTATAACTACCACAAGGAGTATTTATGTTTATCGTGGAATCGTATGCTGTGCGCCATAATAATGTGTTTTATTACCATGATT  
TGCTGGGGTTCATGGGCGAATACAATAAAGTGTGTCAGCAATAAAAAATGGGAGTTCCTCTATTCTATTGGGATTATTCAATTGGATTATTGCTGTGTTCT  
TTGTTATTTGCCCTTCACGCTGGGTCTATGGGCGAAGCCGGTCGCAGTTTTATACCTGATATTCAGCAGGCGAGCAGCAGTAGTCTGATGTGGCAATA  
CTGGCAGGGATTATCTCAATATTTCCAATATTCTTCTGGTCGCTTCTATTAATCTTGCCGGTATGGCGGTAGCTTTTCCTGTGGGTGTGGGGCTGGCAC  
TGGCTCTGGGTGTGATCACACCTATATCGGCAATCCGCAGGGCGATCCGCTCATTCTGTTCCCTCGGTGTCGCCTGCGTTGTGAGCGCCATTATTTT  
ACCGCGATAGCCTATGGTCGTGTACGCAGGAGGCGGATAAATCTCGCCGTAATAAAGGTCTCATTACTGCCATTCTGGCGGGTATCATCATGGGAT  
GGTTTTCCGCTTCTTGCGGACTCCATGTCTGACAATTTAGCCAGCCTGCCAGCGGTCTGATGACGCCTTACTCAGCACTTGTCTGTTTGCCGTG  
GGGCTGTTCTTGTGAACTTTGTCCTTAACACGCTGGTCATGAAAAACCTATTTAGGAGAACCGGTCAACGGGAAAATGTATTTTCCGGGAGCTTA  
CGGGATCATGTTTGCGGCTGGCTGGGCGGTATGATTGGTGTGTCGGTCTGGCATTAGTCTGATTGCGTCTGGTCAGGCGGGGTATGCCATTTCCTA

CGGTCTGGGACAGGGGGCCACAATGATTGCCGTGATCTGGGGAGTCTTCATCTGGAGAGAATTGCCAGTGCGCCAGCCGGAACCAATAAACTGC  
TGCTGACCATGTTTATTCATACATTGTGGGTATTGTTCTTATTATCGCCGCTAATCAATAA

## Supplementary Dataset Captions:

**Supplementary dataset S1: Differential expression results of transcriptomic analyses** – This excel workbook contains results from transcriptomic analyses comparing different carbon growth conditions. **Sheet1-WT 25922 5dR vs glucose:** Differentially expressed genes between 5dR and glucose grown cultures of WT E. coli ATCC 25922. Includes genomic gene location, gene name, base mean expression, log2 fold-change, lfcSE, and adjusted p-values. **Sheet2-mtnR vs WT 25922 glucose:** Differentially expressed genes between  $\Delta$ mtnR and WT ATCC 25922 grown on glucose. Includes genomic gene location, gene name, base mean expression, log2 fold-change, lfcSE, and adjusted p-values. **Sheet3- WT 25922 glc- vs glc+:** Differentially expressed genes between carbon starvation conditions and replete glucose cultures of WT ATCC 25922. Includes genomic gene location, gene name, base mean expression, log2 fold-change, lfcSE, and adjusted p-values. **Sheet4-Gene categories:** The categorization of genes in the ATCC 25922 genome based on annotations by UniProt and NCBI. Used in Figure 2D and Supplemental Figure S2

**Supplementary dataset S2: Computational analysis results of promoter region alignment** – This excel workbook contains results of each computational analysis identifying coverage and identity of aligned promoter regions. **Sheet1-%coverage groups:** Data used in Supplemental Figure S1A. Sheet provides sample IDs for each E. coli genome or contig associated with a percent coverage compared to the ATCC 25922 5'UTR reference sequence (see Supplementary Table S3). Percent coverage and visualization preformed using Python (see Supplementary Methods - Python code used for percent coverage calculation and visualization). **Sheet2-Upstream DHAP shunt alignment:** Data used in Figure 1B and Supplemental Figure S1A. Sheet provides numerical values for subject's percent identity to the 5'UTR reference in addition to the percent identity to ATCC 25922 DHAP shunt operon (see Supplementary Table S3). Percent coverage and visualization preformed using Python (see Supplementary Methods - Python code used for sequence alignment and visualization). **Sheet3-Upstream alignment:** Data used for Figure 1B, filtering out samples from Sheet2 that had less than 70% of a complete DHAP shunt gene cluster (putative permease not included in total percentage).

**Supplementary dataset S3: Sequences for promoter region alignment** – Sequences identified by BLAST using the 5'UTR from ATCC 25922 queried against E. coli (taxid562). To increase the number of dissimilar sequences identified, discontinuous megablast was selected with the algorithm parameters adjusted to increase the number of target sequences and reduce the penalties for mismatched bases and gaps in sequences. The curated sequences were used for all computation analyses involving the promoter region alignment.

**Supplementary References:**

1. Schneider K, Asao M, Carter MS, Alber BE. 2012. Rhodobacter sphaeroides uses a reductive route via propionyl coenzyme A to assimilate 3-hydroxypropionate. *J Bacteriol* 194:225-32.
2. Dangel AW, Tabita FR. 2015. Amino acid substitutions in the transcriptional regulator CbbR lead to constitutively active CbbR proteins that elevate expression of the cbb CO<sub>2</sub> fixation operons in *Ralstonia eutropha* (*Cupriavidus necator*) and identify regions of CbbR necessary for gene activation. *Microbiology (Reading)* 161:1816-1829.
3. Dubbs JM, Tabita FR. 1998. Two functionally distinct regions upstream of the cbbI operon of *Rhodobacter sphaeroides* regulate gene expression. *J Bacteriol* 180:4903-11.
4. Feng Y, Cronan JE, 2012. Crosstalk of *Escherichia coli* FadR with Global Regulators in Expression of Fatty Acid Transport Genes. *PLOS One* 7:e46275
5. Gilbert J, Valldeperas M, Dhayal SK, Barauskas J, Dicko C, Nylander T. 2019. Immobilisation of  $\beta$ -galactosidase within a lipid sponge phase: structure, stability and kinetics characterisation. *Nanoscale* 11:21291-21301.
6. Milne I, Stephen G, Bayer M, Cock PJ, Pritchard L, Cardle L, Shaw PD, Marshall D. 2013. Using Tablet for visual exploration of second-generation sequencing data. *Brief Bioinform* 14:193-202.

How the deposited data were processed for this re-analysis (not part of the article)

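RNA from 4 cultures of the wild-type strain, 2 under carbon starvation and 2 in replete glucose, was analysed. The 12 libraries of the growth experiment with glucose or 5dR were not analysed here, so no comparison with 5dR or with the mtnR deletion strain was made. The authors deposited raw counts of reads per gene, made by featureCounts with strand-specific counting from Bowtie2 alignments of reads trimmed with Trimmomatic, without normalization. Reads marked as duplicates, and reads overlapping more than 1 gene, were already left out of these counts. A total of 1 column of per-sample counts could not be matched to a sample and was not used. The reference sequence in the count table is not the chromosome named in the methods, and no genome sequence was used, so GC content was not examined.

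Total counts per library were 4116201 and 3865598 under carbon starvation and 3873063 and 4231160 in replete glucose, and between 4631 and 4689 genes had at least 1 count in a library. The share of counts on the 10 highest genes was between 9.18% and 13.8%. The coefficient of variation between replicates over genes was 21.6% (common dispersion 0.0468). For genes with few counts, such as eutP, frwC, yiaO and ulaD, counting error adds to this.

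The counts were analysed with edgeR 4.0.16 in R 4.3.3. Of 4724 genes, 4715 had at least 1 count, and 4283 passed filterByExpr (minimum count 10, minimum total count 15). Libraries were scaled by TMM, with factors of 1.02 and 0.982 for the starvation and 0.988 and 1.01 for the replete glucose libraries, labelled 20 min and 40 min in each case. Log2 fold changes were fitted with edgeR's default prior count and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes tested. The standard error of a fold change was taken as its size divided by the square root of the F statistic. Genes past 2.5 log2-fold were counted with the study's limit and no limit on the p-value. The methods state that unannotated genes and genes of unknown function were left out of the carbon starvation analysis. This exclusion was not applied here, because the count table holds no annotation of function, and all genes tested were counted.

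The alternatives were RLE scaling, library size alone, DESeq2 1.42.0 with its Wald test on all genes with a count, no filter on low counts, a prior count of 2, an adjusted p-value under 0.05 as a further requirement, the time in the label as a replicate block, and each library left out in turn. They were set before the data were examined. A DESeq2 fit shifted by the median offset of Dataset S1 was added after seeing the data. No result was given a p-value with a library left out, since 1 library then remains in a condition.

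The genes named were every gene that the paper names from the transcriptomes, the genes of the phosphotransferase system, cyaA and crp, and the 3 genes with the highest and the 3 with the lowest log2 fold change among those with an adjusted p-value under 0.05 whose libraries did not overlap. Of 85 genes that the paper names, 56 had a locus tag, of which 55 were tested, and 29 could not be paired. Symbols came from Dataset S1, of which 1999 of 4608 genes of the starvation sheet were held. The gene table at hand is of assembly ASM584v2 of strain K-12 MG1655, and 0 of the identifiers of the count table occur in it, so it was not used for names. Of the 55 genes tested, 51 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 51 when adjusted over the list alone.

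The procedure was tested on simulated counts with known changes. Of 197 changed genes among 4236 tested, 152 (77.2%) were recovered, all in the right direction, and 6 unchanged genes were called. Of 135 genes with a change of at least 4-fold, 133 were recovered. The simulated changes were drawn evenly from both directions, and every gene had the common dispersion. In the data, 2678 of 4283 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The simulation therefore cannot test the scaling of the libraries or the error rate under such broad change. The recovery of library weights from mean values was also tested on simulated data, with a largest error of 0.0632% over 2358 genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.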

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

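The tests below were chosen after the results were seen, except those of gene length, which were set before. Each result is a change under carbon starvation in a gene whose change under starvation the paper's text does not discuss, with both starvation libraries on the same side of both replete glucose libraries and counts above the limit that a count of 0 allows. The starvation sheet of Dataset S1 lists a value for ptsH, ptsI, cyaA, ptsG, crp, crr, proV and proW. GC content and reads shared between paralogs were not tested.

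The regulator gene mtnR was higher under carbon starvation by 0.89 log2-fold (adjusted p = 0.00730 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 2 starvation libraries). Reads of the facing DHAP shunt operon counted on the wrong strand would make the excess of mtnR grow with the operon between the starvation libraries, but the excess changed by 0.03 on the log2 scale (0.0339). Removing the trend of fold change with gene length left 0.93 (0.934). Over the settings that kept all libraries the lowest value was 0.80 (0.803), but the scalings set before the data were examined all centre the genes near 0 and could hardly have moved it. The values of Dataset S1 lie above a DESeq2 fit of the same counts by an offset of 0.87. With that shift, chosen after seeing the data, the rise of mtnR was larger, at 1.67, and no setting run shifts the genes as far the other way. An effect of carbon starvation on mtnR transcript and scaling of the libraries cannot be told apart, because nothing used here fixes the scale from outside the counts.

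The genes ptsH, ptsI and cyaA were lower by -3.09, -2.90 and -2.70 log2-fold, and ptsG was higher by 2.24. The gene paired with ptsG (DR76_RS03290) had a mean TMM-normalized CPM of 18.8 in replete glucose, against 4785 for ptsI. Its name comes from Dataset S1 and was not checked by sequence, so ptsG here may be another gene. Scaling of the libraries moves all genes alike, so it could remove the rise of ptsG or the fall of the other genes but not both. The gap between ptsG and cyaA, which no such shift changes, was at least 4.91 over the settings that kept all 4 libraries. How much of each change is due to scaling stays open. After removing the trend with gene length, the smallest of the 4 changes had a size of 2.37. An effect of carbon starvation on these genes stays open.

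The gene crp was higher by 0.73 and crr was lower by -0.69. With the shift of 0.87, crr stood at 0.09 (0.0885), whereas the rise of crp was larger, at 1.52. The fall of crr and scaling of the libraries therefore cannot be told apart. Scaling could remove the fall of crr or the rise of crp but not both, since it moves both genes alike and the gap between them was at least 1.27 over all settings, those with a library left out included. No setting run removed the rise of crp, but these settings could hardly have done so. The scalings set before the data were examined centre the genes alike, and the shift chosen afterwards raises every gene. The rise of crp and scaling of the libraries therefore cannot be told apart either.

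Among genes not paired with a name in the paper's text, the largest changes were 8.21 for DR76_RS24550, 7.88 for DR76_RS11920, -7.60 for proW and -7.54 for proV. DR76_RS24550 and DR76_RS11920 are given by locus tag alone. Either may be among the 29 genes that the paper names and that could not be paired. Over the settings that kept all 4 libraries, the smallest size of the changes of these 4 genes was 6.75. The changes go in opposite directions, which scaling of the libraries, moving all genes alike, cannot produce. An effect of carbon starvation stays open.

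The gene DR76_RS23110 was lower by -7.30, with 9473 counts in the replete glucose library labelled 20 min and 512 in the one labelled 40 min. Without the replete glucose library labelled 20 min, the log2 fold change was -3.87. The size of the fall is consistent with 1 replete glucose library with a high count, and whether that culture differed by time, by treatment or by chance was not tested.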

How the results depend on the processing

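The alternatives were set before the data were examined, apart from the shifted DESeq2 fit, which was chosen after seeing the data. Under RLE scaling, library size alone, DESeq2, no filter, a prior count of 2 and the replicate block, between 309 and 376 genes were higher and between 326 and 367 were lower by 2.5 log2-fold, against 334 and 339. With an adjusted p-value under 0.05 also required, 333 were higher and 338 lower. With each library left out in turn, from 324 to 392 genes were higher and from 329 to 363 lower. Of the genes past the limit, DESeq2 shared 323 that were higher and 339 that were lower. All 4 DHAP shunt genes remained higher with each library left out, with a lowest value of 2.69 for ald2, and their adjusted p-values stayed under 0.05 in every alternative with a test.

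The replicate block used the time in the label, the only number that the libraries of the conditions share. It gave 336 genes higher and 334 lower. Over genes, the changes in the 2 conditions from the library labelled 20 min to the one labelled 40 min had a Pearson correlation of 0.0517 and a Spearman correlation of 0.101. Genes are not independent replicates.

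With the DESeq2 fit shifted by the median offset of Dataset S1, 704 genes were higher and 158 lower, and mtnK was at 4.81. The shift, which moves the median of all genes to 0.90, is the cause of these changes by its construction. Under it efeU reversed from -0.40 to 0.38 and crr from -0.69 to 0.088, and 47 other results moved. Of the 334 genes that were higher, all 334 stayed so, and of the 339 that were lower, 154 stayed so.

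Among single genes named, yiaO lost its adjusted p-value under 0.05 with DESeq2, and DR76_RS23110 moved to -3.87 without the replete glucose library labelled 20 min. The cause was not tested for yiaO.

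The 6-group fit over all 16 libraries and every alternative for the comparisons with 5dR or the mtnR deletion strain were not run, since those libraries were not analysed here. The share of carbon metabolism genes was not computed. With n = 2 per condition, no test was run on the fits with a library left out. The changes of ulaD and yiaN were not distinguishable from no change, and whether more depth would show one was not tested.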

Differences from the paper's values

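The shifted DESeq2 fit named below was chosen after seeing the values, and the other alternatives were set before the data were examined. A log2 fold change is called within the spread of the paper's value when it differs by no more than the larger of the replicate SD and the error that the paper states.

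The methods state that unannotated genes and genes of unknown function were left out of the carbon starvation analysis, an exclusion not applied to the counts given here. By 2.5 log2-fold, 334 genes were higher under carbon starvation against the paper's 696, and 339 were lower against the paper's 171. None of the alternatives set before the data were examined closed either gap. In a DESeq2 fit raised by the median offset of Dataset S1, which was chosen after seeing the values, 704 genes were higher and 158 lower, 862 in all against the paper's 867.

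The mean log2 fold change of the 4 DHAP shunt genes was 3.64 against the paper's 4.5. It stayed lower but came within the spread (replicate SD 0.85) without the starvation library labelled 20 min (4.08) and without the replete glucose library labelled 40 min (3.83), and under no other alternative set before the data were examined. It was 4.42 with the shifted fit, chosen after seeing the values. For mtnK the value was 4.02 against the paper's about 4.8 in Fig. 2C, read by eye. Among the alternatives set before the data were examined, only leaving out the starvation library labelled 20 min (4.33) brought it within the spread (replicate SD 0.52), still lower, and the shifted fit, chosen after seeing the values, gave 4.81.

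For fadB the log2 fold change was 10.44 against the paper's 11.23 (standard error 0.386) in Dataset S1. Without the starvation library labelled 40 min it was 10.78, still lower, the only alternative set before the data were examined that came within the spread (replicate SD 0.56). Against the paper's value of 11 in its text, 10.44 was only just within the spread. Library size alone (10.44) was too, as were the fits without the starvation library labelled 40 min (10.78) and without the replete glucose library labelled 20 min (10.54). Every other alternative set before the data were examined lay outside it, from 9.99 (without the starvation library labelled 20 min) to 10.41 (no filter). For uspB it was 3.05 against the paper's 3.83 (standard error 0.495), and none of the alternatives set before the data were examined came within the spread. For uspD it was 1.96 against the paper's 2.74 (standard error 0.371), and it came within the spread (replicate SD 0.58), still lower, without the starvation library labelled 20 min (2.19) and without the replete glucose library labelled 20 min (2.28), and under no other such alternative. With the shifted fit, chosen after seeing the values, fadB was 11.23, uspB 3.83 and uspD 2.73.

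Over the 1999 genes of the starvation sheet of Dataset S1 that were held, the median log2 fold change was -0.016 against the paper's 0.81. None of the alternatives set before the data were examined closed the gap, but their scalings centre the genes alike and could hardly have done so. The shifted fit, chosen after seeing the values, gave 0.81. It was raised by the median offset of Dataset S1, so this value follows from its construction and is no evidence for the shift.

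The paper lists ulaD among the genes upregulated during carbon starvation, and its log2 fold change was 0.55 (adjusted p = 0.248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a range of 0.230 to 0.616 over the alternatives). The paper's value for ulaD in Dataset S1 is 1.36 with a standard error of 2.07. With the shifted fit, chosen after seeing the values, ulaD was 1.35. The gene paired with ulaD lies near yiaO on the same strand. Its name was not checked by sequence, so these values may be those of another gene. The paper lists uspD among stress response genes that rose by more than a limit given in its text. The value of 1.96 for uspD does not reach that limit. Neither does the paper's own value of 2.74 in Dataset S1, nor 2.73 with the shifted fit, chosen after seeing the values.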

Other observations

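The tests below were chosen after the results were seen, except the test of runs of adjacent genes, which was set before.

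The log2 fold changes in the starvation sheet of Dataset S1 lie above those of a DESeq2 fit of the deposited counts by a median of 0.87, from 0.83 to 0.92 over 1999 genes. The SD of this difference over genes was 0.00601, against a median standard error of 0.363 for the fold changes, which argues against other counts behind the study's table. Library weights recovered from the mean values in Dataset S1 alone give a shift of 0.8655, so the offset is consistent with another scaling of the same libraries. A fit that held these 4 libraries alone would make each mean value a weighted sum of the 4 counts. This holds within 1% for 1748 genes (87.4%), but 233 genes had a mean value more than 5% above that sum and 0 genes were as far below it. The study's fit may therefore have held further input. The deposited counts hold 1 column that matched no sample and was not used. Whether that column was part of the study's fit was not tested. Which scaling describes the cells better was not tested.

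All 4 DHAP shunt genes were higher in the starvation library labelled 40 min than in the one labelled 20 min, by 0.73 for mtnK, 1.09 for mtnA, 1.37 for ald2 and 1.39 for the permease gene on the log2 scale. In replete glucose the corresponding differences were 0.04, 0.74, 0.55 and 0.15. The lowest difference of any of the 4 genes under 4 scalings was 0.68 (0.679), but these scalings centre the genes alike, so the differences are relative to the other genes and scaling of the 2 libraries cannot be told apart from a rise of the operon itself. Counting error was also examined, and the lowest bound of the exact 95% intervals was 0.61 (0.611). That interval covers counting error only and sets single libraries against technical noise, so it decides nothing about cultures. Ordinary variation between cultures cannot be told apart from time in the culture, because each label has 1 library per condition: 2 of 1371 runs of 4 adjacent genes on the same strand, the DHAP shunt included, had a median rise as large as 1.23. None of 10000 random lists of 4 genes of similar level had a median rise as high. Such lists are not of adjacent genes, and the test was chosen after the rise was seen, so this count decides nothing. The paper gives the same incubation for every culture, and a longer time under starvation may have raised the operon further.

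Read depth along the DHAP shunt genes, which the paper describes as similar for libraries that its text does not name, was compared in these libraries as CPM per kilobase of gene. Under carbon starvation it was 228 ± 74.5 (SD, n = 2) for mtnK, 184 ± 89.3 for mtnA, 133 ± 80.1 for ald2 and 85.2 ± 52.1 for the permease gene. In replete glucose it was 14.1 ± 0.505, 17.9 ± 6.70, 11.6 ± 3.35 and 6.86 ± 0.613 in the same order. The ratio of the highest to the lowest gene was 3.63 and 2.30 in the starvation libraries and 2.14 and 3.11 in the replete glucose libraries, and the permease gene was the lowest in each.

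The replete glucose libraries differed from each other more than the starvation libraries did, with 388 genes against 144 genes more than 1 log2 apart. Some of these genes were chosen after their values were seen. In replete glucose, iha had 4790 counts in the library labelled 20 min and 332 in the one labelled 40 min, chuS had 739 and 133, and hutX had 1002 and 122. In contrast, malE had 456 and 1858 counts, and under carbon starvation it had 347 and 33. No explanation was tested for these differences.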
